# Molecular insights into the responses of barley to yellow mosaic disease through transcriptome analysis

**DOI:** 10.1186/s12870-023-04276-x

**Published:** 2023-05-19

**Authors:** Mengna Zhang, Yi Hong, Juan Zhu, Yuhan Pan, Hui Zhou, Chao Lv, Baojian Guo, Feifei Wang, Rugen Xu

**Keywords:** Barley, Barley yellow mosaic virus disease, RNA-Seq, Differentially expressed genes, Natural infection

## Abstract

**Background:**

Barley (*Hordeum vulgare* L.) represents the fourth most essential cereal crop in the world, vulnerable to barley yellow mosaic virus (BaYMV) and/or barley mild mosaic virus (BaMMV), leading to the significant yield reduction. To gain a better understanding of the mechanisms regarding barley crop tolerance to virus infection, we employed a transcriptome sequencing approach and investigated global gene expression among three barley varieties under both infected and control conditions.

**Results:**

High-throughput sequencing outputs revealed massive genetic responses, reflected by the barley transcriptome after BaYMV and/or BaMMV infection. Significant enrichments in peptidase complex and protein processing in endoplasmic reticulum were clustered through Gene ontology and KEGG analysis. Many genes were identified as transcription factors, antioxidants, disease resistance genes and plant hormones and differentially expressed between infected and uninfected barley varieties. Importantly, general response genes, variety-specific and infection-specific genes were also discovered. Our results provide useful information for future barley breeding to resist BaYMV and BaMMV.

**Conclusions:**

Our study elucidates transcriptomic adaptations in barley response to BaYMV/BaMMV infection through high-throughput sequencing technique. The analysis outcome from GO and KEGG pathways suggests that BaYMV disease induced regulations in multiple molecular-biology processes and signalling pathways. Moreover, critical DEGs involved in defence and stress tolerance mechanisms were displayed. Further functional investigations focusing on these DEGs contributes to understanding the molecular mechanisms of plant response to BaYMV disease infection, thereby offering precious genetic resources for breeding barley varieties resistant to BaYMV disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04276-x.

## Backgrounds

Barley yellow mosaic virus (BaYMV) and barley mild mosaic virus (BaMMV) belong to the genus Bymovirus in the family Potyviridae, causing yellow mosaic disease in barley and thereby resulting in severe yield losses in the susceptible cultivars [1]. Both viruses are transmitted by soil-borne plasmodiophorid *Polymyxa graminis* (*P. graminis*), and are a prevalent disease in Europe and East Asia winter barley regions [2]. Barley crops infected by BaYMV and/or BaMMV shows yellow chlorotic spots and discoloration on leaves during the vegetative growth stage [3], and till to the jointing stage, barley growth was hindered and delayed [4]. To rescue barley yield loss under these diseases, there is a need to carry out BaYMV disease research, aiming to disclose the mechanisms.

Both BaYMV and BaMMV have a single-stranded positive-sense RNA genome composed of two RNA segments, RNA1 and RNA2 [5]. While RNA1 encodes a large polyprotein, which is cleaved into 9 mature peptides (P3N-PIPO, 6K1, CI, 6K2, VPg, NIa, Pro, NIb, CP) by proteolysis, RNA2 encodes a polyprotein which is only composed by two mature peptides, named as P1 and P2 proteins [6]. To protect plants against pathogen invasion, multiple resistant strategies triggering immunities have been developed and evolved, such as pathogen-associated molecular pattern (PAMP)-triggered immunity (PTI) and effector-triggered immunity (ETI) [7, 8]. Previous studies have disclosed agricultural practices for reducing the incidence of BaYMV, including late sowing and field rotations, chemical fumigation and fungicides application. However, these methods are not very suitable (less economic and less efficient) given to the high cost in field maintenance and environmental pollution. Therefore, improving host plant resistance to BaYMV disease sits as the most economical, effective and environmentally friendly way to alleviate the negative effects of BaYMV disease on crop yield. So far, twenty-two genes associated with BaYMV disease resistance have been identified [3]. Of them, two genes (*eIF4E* and *PDIL5-1*) have been cloned and functionally characterized, located on chromosome 3HL and chromosome 4HL, respectively [4, 9]. It appeared that each chromosome (1H, 2H, 3H, 4H, 5H, 6H or 7H) contains one or more resistance genes [3]. Whether these resistance genes induce a similar or different mechanisms underlying BaYMV resistance requires experimental confirmation.

With the rapid development of RNA sequencing technology (RNA-Seq) but low costs, sequencing all transcripts (termed transcriptome, including mRNAs and non-coding RNAs) in barley become more accessible and preferred due to the its enhanced sensitivity, coverage, throughput and resolution. In recent years, transcriptome sequencing is frequently utilised to analyze the transcriptome profiles of barley under both abiotic stresses, such as drought, salinity, low nitrogen, heavy metal; and biotic stresses including powdery mildew, ramularia leaf spot disease, *Puccinia graminis f. sp. tritici* and *Ramularia collo-cygni* [10–17]. To date, this approach has become well-acknowledged and commonly applied in conducting mechanism investigations into biological and abiotic stress tolerance of crops [18, 19].

To gain a better understanding of the mechanism of barley crop against virus infection, transcriptome profiles of three selected barley varieties infected with BaYMV and BaMMV was conducted. Significant differential expressions of genes between the infected and uninfected barley cultivars, between BaYMV-infected and BaMMV-infected barley plants were demonstrated. Our results provide molecular insights into barley plant responses to infections of BaYMV and BaMMV.

## Results

### Confirmation of BaYMV disease infection in barley plants

In the diseased field, newly emerged leaves of barley plants were found to have chlorosis and mottling symptoms and late on, the plants developed into leaf etiolation and even death, representing the typical BaYMV disease symptoms. In contrast, same cultivars grown in the adjacent healthy field indicated no symptoms (Fig. 1A). The barley cultivars Zaoshu 3 (UZ), Dan 2 (UD) and Nongke 1–6 (UN) were sampled from the diseased nursery. Meanwhile, virus-free healthy plants of the same cultivar Zaoshu 3 (HZ), Dan 2 (HD) and Nongke 1–6 (HN) were obtained from a disease-free field (less than 100 m distance) as a control. To confirm whether the plants were infected or not infected with BaYMV and/or BaMMV, qPCR analysis was performed. Primers were designed according to the coat protein sequences of BaYMV and the viral coding sequences of BaMMV, while *GADPH* and *α-Tubulin* was used as a reference gene. Three biological replicates were designed for each sample. The result from the disease field showed that BaYMV and BaMMV co-infected all plants of Zaoshu 3 (UZ) cultivar, BaMMV infected all plants of Dan 2 (UD) cultivar but none of these two viruses infected plants of Nongke 1–6 (UN) cultivar (Fig. 1B). Further comparison showed that there was a significant difference in BaYMV and BaMMV levels among the infected cultivars (Fig. 1B). While the level of BaMMV was high in both UZ and UD, the level of BaYMV was only high in UZ. In UD the level of BaYMV was almost undetectable. In addition, the level of BaMMV was much higher than that of BaYMV in UZ (Fig. 1B).

**Fig. 1:**
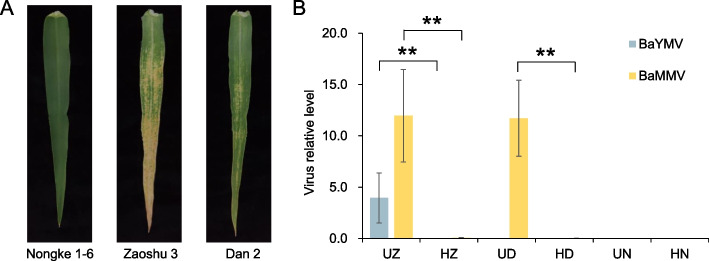
The phenotype of barley sampled. **A** Leaves phenotypes of three barley varieties after infection with BaYMV disease. **B** Leaves phenotypes of three barley varieties after infection with BaYMV disease. The blue column represents the virus relative level of BaYMV and the yellow column represents the relative viral expression of BaMMV

### Genome-wide sequencing of mRNAs

With the sequencing technology, each sample generated more than 42 million raw reads (Table 1). 

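RNA of 18 samples was sequenced, 3 libraries for each of 6 groups. The cultivars Zaoshu 3 and Dan 2, which the paper reports as infected in the diseased field, and Nongke 1–6, in which it detected neither virus, were sampled in the diseased field (UZ, UD and UN) and in the healthy field (HZ, HD and HN). In Zaoshu 3 and Dan 2, the field and the disease were therefore changed together. Between UZ and UD, the virus and the cultivar were changed together. In Nongke 1–6, the field was changed without a detected virus. The values used here are the FPKM that the authors deposited for 43050 genes, 1 value per gene and library. Of these genes, 15043 were at 0 in every library and 28007 were above 0 in at least 1 library. The deposited values hold no read counts, but low FPKM values fall on steps of 1 read, and the number of reads behind each value was recovered from these steps. All 389246 values above 0 were whole numbers of reads within 0.01 of a read. The recovered reads on genes ranged from 13652959 to 18235155 per library, with a median of 15892626. They made up 0.420 to 0.429 times the uniquely mapped reads of the paper's Table 2, and as the paper defines FPKM by fragments, a recovered read here is 1 counted unit, which may be a pair of reads. The median of the 3 libraries was 15529429 reads in UZ, 15887979 in HZ, 15854552 in UD, 17762730 in HD, 16200100 in UN and 15835881 in HN. On a gene of 2000 bp, 1 read was worth between 0.0213 and 0.0395 FPKM, depending on the library. The genome build is not given in the sources used here.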

After quality control, a minimum of 41,640,002 clean reads (UZ3) were obtained for each sample. The UD3 sample generated the highest number of clean reads (55,845,286) (Table 1). GC contents of these samples ranged between 53.82% and57.84% with a mean GC contents of 55.78% (Table 1). Table 1 also shows sequencing error rates of each sample, demonstrating that all the samples had a good sequencing quality.

**Table 1:** Summary of RNA sequencing results

Sample	Raw reads	Clean reads	Clean bases (GB)	Q20 (%)	Q30 (%)	GC (%)
UZ1	46,603,148	45,146,854	6.77	98.00	94.22	56.33
UZ2	49,420,806	47,807,722	7.17	97.81	93.86	54.78
UZ3	42,902,642	41,640,002	6.25	97.53	92.90	53.82
HZ1	48,212,238	46,410,308	6.96	97.74	93.65	56.33
HZ2	48,498,062	46,806,002	7.02	97.78	93.83	56.54
HZ3	48,221,644	46,489,082	6.97	97.97	94.27	56.16
UD1	50,124,628	48,356,138	7.25	97.97	94.12	54.41
UD2	47,484,336	45,806,326	6.87	97.78	93.80	54.68
UD3	58,102,318	55,845,286	8.38	97.84	93.96	55.31
HD1	49,217,846	48,033,504	7.21	98.17	94.37	57.84
HD2	54,232,698	52,466,972	7.87	97.77	93.79	55.85
HD3	54,567,778	52,631,730	7.89	97.96	94.18	55.60
UN1	48,761,438	46,973,514	7.05	97.84	94.00	56.53
UN2	50,405,442	48,520,770	7.28	97.93	94.19	57.07
UN3	49,327,488	47,639,518	7.15	97.82	93.87	56.43
HN1	47,287,982	45,726,868	6.86	98.08	94.41	55.06
HN2	47,632,352	46,103,870	6.92	97.93	94.08	54.54
HN3	49,838,866	47,919,512	7.19	97.72	93.65	56.67

Q20 and Q30 demonstrate the sequencing error rate < 1% and < 0.1%, respectively

### Barley genome mapping of mRNA contigs

All of read contigs were mapped to the barley reference genome using HISAT software. It showed that more than 86% of clean reads could map to the barley genome and more than 76% of the reads could uniquely map to the barley genome (Table 2). 

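In the paper's Table 2, the share of clean reads that did not map to the barley genome was 13.4% in UZ2 and 13.44% in UZ3, and 12.61% in UD1, 10.25% in UD2 and 12.6% in UD3. In UZ1 that share was 6.52%, and in the 12 libraries of UN, HZ, HD and HN it lay between 6.21% and 7.58%. Each deposited FPKM was divided by a number specific to its library, which was recovered together with the reads. This divisor ranged from 12642887 to 23459427 and was 0.768 to 1.36 times the recovered reads of the same library. It was on average 1.20 ± 0.198 times the reads in UZ (SD, n = 3), 1.28 ± 0.0571 times in UD, 0.947 ± 0.0745 times in UN, 0.951 ± 0.0944 times in HZ, 0.881 ± 0.0981 times in HD and 0.911 ± 0.109 times in HN. Over the 16708 genes above 0 in every library, the median-of-ratios factor calculated from the FPKM was 1.01 in each of the 18 libraries. The deposited FPKM were thus already brought to a common median across all 18 libraries, a step that the paper's text does not describe. The 10 genes with the most recovered reads over all 18 libraries together were followed as a fixed set. They took 7.52 ± 3.48% of the recovered reads in UZ (SD, n = 3), 4.76 ± 1.52% in UD and 10.2 ± 2.01% in UN. In the healthy field they took 12.5 ± 1.27% in HZ, 12.9 ± 2.02% in HD and 12.2 ± 2.31% in HN.

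**Figure D1:**
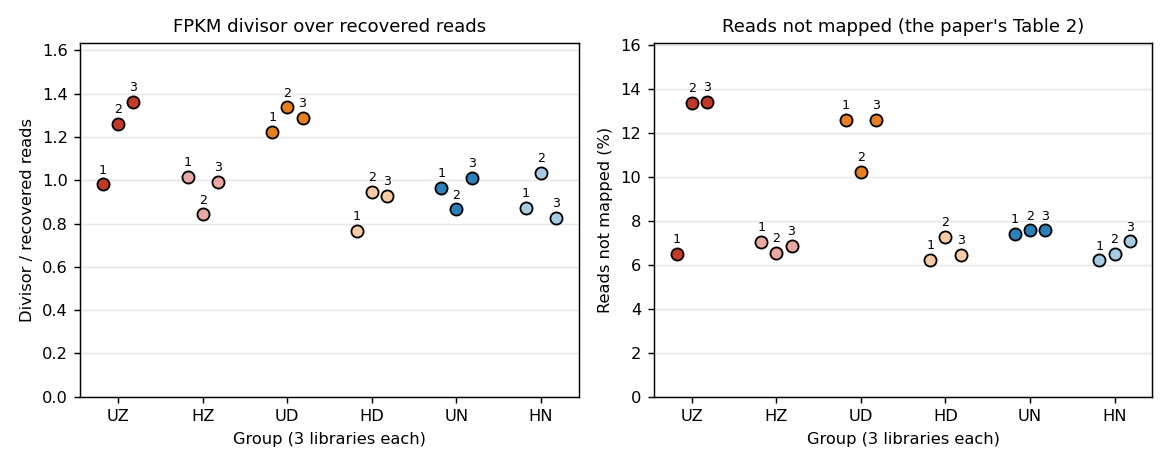
FPKM divisor over the recovered reads (left) and the percentage of clean reads not mapped to barley in the paper's Table 2 (right), for each of the 18 libraries by group, with the replicate number at each point. UZ1 lies at 0.981 and 6.52%, while UZ2 and UZ3 lie at 1.26 and 1.36 and at 13.4% and 13.44%.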

Percentages of reads that mapped to the barley reference genome either in sense orientation or anti-sense orientation were similar to each other between samples (Table 2). Analysis of read distribution on the barley genome showed that exonic regions-derived reads were significantly higher than intergenic or intronic regions-derived reads (Table S1), indicating that the majority of reads came from mature mRNAs.

**Table 2:** Summary of reads aligned to the barley reference genome

Sample	Mapped reads	Unique_map	Multi_map	Positive_map	Negative_map
UZ1	42,204,013(93.48%)	36,458,616(80.76%)	5,745,397(12.73%)	18,234,761(40.39%)	18,223,855(40.37%)
UZ2	41,401,082(86.6%)	36,452,969(76.25%)	4,948,113(10.35%)	18,223,689(38.12%)	18,229,280(38.13%)
UZ3	36,043,243(86.56%)	32,037,641(76.94%)	4,005,602(9.62%)	16,014,615(38.46%)	16,023,026(38.48%)
UD1	42,259,977(87.39%)	37,232,868(77.00%)	5,027,109(10.40%)	18,620,507(38.51%)	18,612,361(38.49%)
UD2	41,110,107(89.75%)	36,684,885(80.09%)	4,425,222(9.66%)	18,342,565(40.04%)	18,342,320(40.04%)
UD3	48,810,683(87.40%)	43,433,424(77.77%)	5,377,259(9.63%)	21,727,312(38.91%)	21,706,112(38.87%)
UN1	43,486,490(92.58%)	38,030,522(80.96%)	5,455,968(11.61%)	19,032,008(40.52%)	18,998,514(40.45%)
UN2	44,843,645(92.42%)	38,502,837(79.35%)	6,340,808(13.07%)	19,270,958(39.72%)	19,231,879(39.64%)
UN3	44,030,398(92.42%)	38,281,229(80.36%)	5,749,169(12.07%)	19,159,001(40.22%)	19,122,228(40.14%)
HZ1	43,137,950(92.95%)	37,324,139(80.42%)	5,813,811(12.53%)	18,676,092(40.24%)	18,648,047(40.18%)
HZ2	43,738,955(93.45%)	37,521,433(80.16%)	6,217,522(13.28%)	18,775,838(40.11%)	18,745,595(40.05%)
HZ3	43,288,978(93.12%)	37,399,491(80.45%)	5,889,487(12.67%)	18,707,226(40.24%)	18,692,265(40.21%)
HD1	45,041,942(93.77%)	38,659,674(80.48%)	6,382,268(13.29%)	19,364,416(40.31%)	19,295,258(40.17%)
HD2	48,647,883(92.72%)	42,259,657(80.55%)	6,388,226(12.18%)	21,143,526(40.3%)	21,116,131(40.25%)
HD3	49,234,196(93.54%)	42,446,974(80.65%)	6,787,222(12.9%)	21,234,408(40.35%)	21,212,566(40.30%)
HN1	42,887,557(93.79%)	36,512,963(79.85%)	6,374,594(13.94%)	18,274,284(39.96%)	18,238,679(39.89%)
HN2	43,101,345(93.49%)	37,514,180(81.37%)	5,587,165(12.12%)	18,765,726(40.70%)	18,748,454(40.67%)
HN3	44,524,423(92.92%)	38,235,277(79.79%)	6,289,146(13.12%)	19,140,629(39.94%)	19,094,648(39.85%)

### Differential expression of genes in barley grown under different conditions

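For each comparison, log2(FPKM + 1) of the 6 libraries of both groups was tested with limma (lmFit, and eBayes with an intensity trend). The libraries of the groups were not paired by their number. The test covered the 16353 genes with an FPKM of at least 1 in at least 3 of the 18 libraries. DEGs were the genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds the paper gives. On this scale the change of genes near an FPKM of 0 is understated. With 3 libraries against 3, an exact permutation test of a single gene (two-sided) cannot give a p below 0.1, so p-values below that rest on limma's model of the spread over all genes.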

We firstly analysed differential gene expression between virus-infected barley and healthy barley (the barley grown in the disease-free field and exhibiting no symptoms of typical BaYMV disease). Differentially expressed genes (DEGs) were identified through comparing differential expression levels of genes in BaYMV and BaMMV infected Zaoshu 3 (UZ) and healthy Zaoshu 3 (HZ), thereby identifying genes associated with BaYMV and BaMMV infection (adjusted *p*-value < 0.05 & log2|Fold Change|> 1). It can be found that 1,936 genes out of the total 4,171 significant DEGs were up-regulated while 2,235 DEGs were down-regulated (Fig. 2A). 

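In the deposited FPKM, 286 genes were up-regulated and 477 were down-regulated in UZ vs. HZ (limma, Benjamini-Hochberg), and 5467 genes had an unadjusted p below 0.05. On library totals of the recovered reads as the scale, a choice made after the values were seen, 279 genes were up-regulated and 213 down-regulated. Without UZ1, 1102 genes were up-regulated and 1446 down-regulated. By contrast, 4 genes in all were called without UZ2, 7 without UZ3, 48 without HZ1 and 54 without HZ2. Without HZ3, limma called 0 genes, with 4212 genes at an unadjusted p below 0.05; limma-voom was run only with all 6 libraries and called 960 genes. The gene with the largest rise, HORVU3Hr1G105630, which the files do not pair with a name, was at 114 ± 72.1 FPKM (SD, n = 3) in UZ and 0.284 ± 0.233 FPKM (SD, n = 3) in HZ (log2 fold change 6.18, standard error 0.65, limma adjusted p = 0.0177), higher in 3 of 3 libraries. It was no longer called when any library other than UZ1 was left out, with a log2 fold change of 5.79 without UZ2, 5.81 without UZ3, 6.08 without HZ1, 6.13 without HZ2 and 6.32 without HZ3. The gene with the largest fall, HORVU5Hr1G075350, was at 0.375 ± 0.362 FPKM (SD, n = 3) in UZ and 41.9 ± 9.88 FPKM (SD, n = 3) in HZ (log2 fold change -4.97, standard error 0.26, limma adjusted p = 0.00706), lower in 3 of 3 libraries. Its call was lost, with a log2 fold change of -4.86 without UZ2 and -4.97 without HZ3. Leaving out 1 of 3 libraries leaves fewer degrees of freedom. A call lost this way at a similar log2 fold change, here or below, does not by itself show a smaller change.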

Next, we compared differential expression levels of genes in BaMMV-infected UD and healthy HD. 

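In UD vs. HD, the same limma test called 1290 up-regulated and 1145 down-regulated genes, and 6983 genes had an unadjusted p below 0.05. Leaving out 1 library lowered the total most without HD3, to 1183 DEGs, and by more than 1.5 times also without UD2 (1597 DEGs) and without HD1 (1615 DEGs), and without UD3 749 genes were down-regulated. When the recovered reads were divided by each library's own total in place of the divisor, a choice made after the values were seen, 3153 genes were up-regulated and 476 were down-regulated. The largest rise was that of HORVU4Hr1G002650, at 658 ± 856 FPKM (SD, n = 3) in UD and 1.02 ± 1.56 FPKM (SD, n = 3) in HD (log2 fold change 7.65, standard error 1.09, limma adjusted p = 0.0103). The largest fall was that of HORVU6Hr1G005060, at 1.06 ± 0.883 FPKM (SD, n = 3) in UD and 37.8 ± 24.5 FPKM (SD, n = 3) in HD (log2 fold change -4.12, standard error 0.59, limma adjusted p = 0.0104). Each of the 3 libraries of UD lay on the same side of all 3 of HD for both genes, and both were called with each library left out in turn.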

There were 4,378 genes differentially expressed with significance, of which 2,338 genes were up-regulated while 2,040 genes were down-regulated (Fig. 2B). Finally, gene expression levels of BaYMV and BaMMV-resistant samples were compared between disease soils (UN) and healthy soils (HN). The result revealed 464 genes were up-regulated and 75 genes were down-regulated (Fig. 2C).

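In UN vs. HN, limma called 0 up-regulated and 0 down-regulated genes at an adjusted p below 0.05, and limma-voom on the recovered reads also called 0. At an unadjusted p below 0.05, limma gave 3155 genes and limma-voom 3244 genes, and the smallest adjusted p with limma was 0.155. Of the 3155 genes, 313 had a log2 fold change above 1 and 104 one below -1. With the spread estimated in a single fit over all 18 libraries, 45 genes were up-regulated and 14 down-regulated. Without HN1, 2 genes were down-regulated, and leaving out any other library gave 0 DEGs.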

**Fig. 2:**
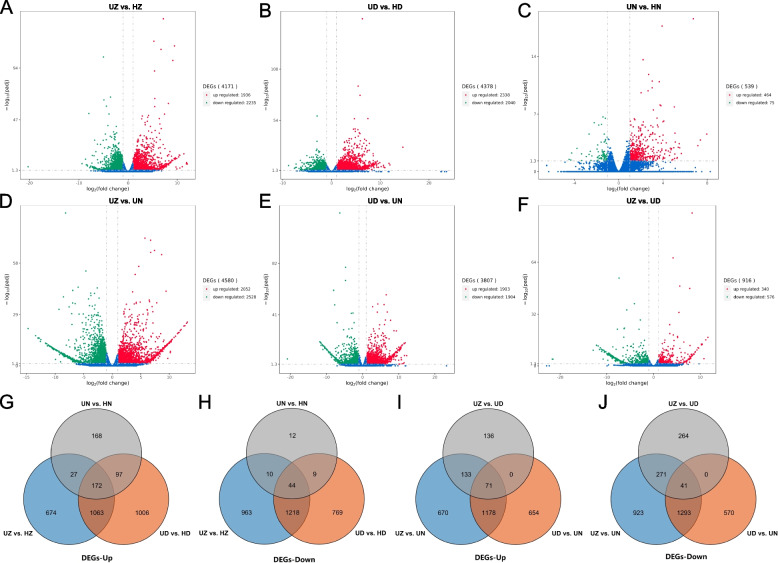
Differentially expressed genes (DEGs) in 6 groups (UZ vs. HZ, UD vs. HD, UN vs. HN, UZ vs. UN, UD vs. UN and UZ vs. UD). Red color represents up-regulated DEGs, green color represents down-regulated DEGs, and blue color represents non-differentially expressed genes. **A** Volcano plot showing DEGs in UZ vs. HZ. **B** Volcano plot showing DEGs in UD vs. HD. **C** Volcano plot showing DEGs in UN vs. HN. **D** Volcano plot showing DEGs in UZ vs. UN. **E** Volcano plot showing DEGs in UD vs. UN. **F** Volcano plot showing DEGs in UZ vs. UD. **G** Venn diagram of up-regulated DEGs in UZ vs. HZ, UD vs. HD and UN vs. HN and overlapping of the three groups. **H** Venn diagram of down-regulated DEGs in UZ vs. HZ, UD vs. HD and UN vs. HN and overlapping of the three groups. **I** Venn diagram of up-regulated DEGs in UZ vs. UN, UD vs. UN and UZ vs. UD and overlapping of the three groups. **J** Venn diagram of down-regulated DEGs in UZ vs. UN, UD vs. UN and UZ vs. UD and overlapping of the three groups

When DEGs were compared among all the above 3 groups, 172 up-regulated DEGs and 44 down-regulated DEGs were in common. These common genes expressed in different genetic backgrounds may affect the occurrence of BaYMV disease. In contrast to the common DEGs, 674 up-regulated and 963 down-regulated DEGs were only specific in UZ but not in HZ, 1006 up-regulated and 769 down-regulated DEGs were only specific in UD but not in HD and 168 up-regulated and 12 down-regulated DEGs were only specific in UD but not in HD (Fig. 2G; H). 

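Because limma called 0 genes in UN vs. HN, as did limma-voom, 0 up-regulated and 0 down-regulated DEGs were common to UZ vs. HZ, UD vs. HD and UN vs. HN, with 3155 genes at an unadjusted p below 0.05 in UN vs. HN. In the fit over all 18 libraries, 20 up-regulated and 6 down-regulated DEGs were common to the 3 comparisons. The direction of change was compared as well, for the genes called in the other comparisons. Of the 763 DEGs in UZ vs. HZ, 84.4% changed in the same direction in UN vs. HN. Across the 16353 genes, which are not independent replicates, Spearman's rho between the log2 fold changes was 0.417 for UZ vs. HZ against UN vs. HN and 0.549 for UD vs. HD against UN vs. HN. From such common genes, expressed in different genetic backgrounds, the paper proposes a role in the occurrence of BaYMV disease.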

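By the same calls, 87 up-regulated and 255 down-regulated DEGs were found in UZ vs. HZ alone, and 1091 and 923 in UD vs. HD alone. On the scale of library totals, 55 and 126 were found in UZ vs. HZ alone and 2929 and 389 in UD vs. HD alone. Without UZ1, the numbers for UZ vs. HZ alone were 399 and 723, and those for UD vs. HD alone were 587 and 422. For UZ vs. HZ alone, 1 up-regulated and 0 down-regulated genes were left without UZ2 as without UZ3, 4 and 13 without HZ1, 5 and 16 without HZ2, and 0 and 0 without HZ3 (limma), where 4212 genes had an unadjusted p below 0.05. Up-regulated genes of UZ vs. HZ alone numbered 139 without UD2 and 172 without HD3. For UD vs. HD alone, 603 up-regulated and 363 down-regulated genes were found without HD3, and 517, 586 and 524 down-regulated genes without UD2, UD3 and HD1. A gene called in 1 comparison alone was not thereby shown to respond differently in the others.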

After excluding the genetic background, 1235 and 1262 genes were differentially up-regulated and down-regulated in group (UZ vs. HZ) and another group (UD vs. HD), respectively. 

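The DEGs common to UZ vs. HZ and UD vs. HD were 199 up-regulated and 222 down-regulated genes. On library totals they were 224 and 87. No gene was called in opposite directions in them. If the calls had fallen on the 16353 genes independently, 22.6 up-regulated and 33.4 down-regulated genes would have been common. The common genes made up 69.6% of the up-regulated and 46.5% of the down-regulated DEGs of UZ vs. HZ. Of all DEGs in UZ vs. HZ, 97.0% changed in the same direction in UD vs. HD, and Spearman's rho between both sets of log2 fold changes was 0.772 across genes. Without UZ1, 703 up-regulated and 723 down-regulated DEGs were common. Of the up-regulated genes, 3 were common without UZ2, 4 without UZ3, 13 without HZ1 as without HZ2, and 114 without HD3, and of the down-regulated genes, 2 without UZ3, 18 without HZ1, 20 without HZ2, 142 without UD2, 139 without HD1 and 103 without HD3. No gene was common without HZ3, and no down-regulated gene without UZ2.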

Among all the 3 groups, group (UD vs. HD) contains the most up-regulated DEGs (total 2,338 DEGs), while group (UN vs. HN) contains the least up-regulated DEGs (total 464 DEGs) (Fig. 2G). 

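By number of genes with an unadjusted p below 0.05 and a log2 fold change above 1, the order of the comparisons was 1481 in UD vs. HD and 715 in UZ vs. HZ, with fewer in UN vs. HN. The median log2 fold change of the up-regulated DEGs was 1.56 in UD vs. HD and 1.52 in UZ vs. HZ.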

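For genes with a log2 fold change below -1, 1403 had an unadjusted p below 0.05 in UD vs. HD and 1009 in UZ vs. HZ, with fewer in UN vs. HN. The median log2 fold change of the down-regulated DEGs was -1.43 in UD vs. HD and -1.46 in UZ vs. HZ.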

In terms of down-regulated DEGs, group (UZ vs. HZ) contains the most (total 2,235 down-regulated DEGs), while the group (UN vs. HN) contains the least (total 75 down-regulated DEGs) (Fig. 2H).

### Differential gene expression between the infected barley cultivars

To identify significant differentially expressed genes of 3 varieties in disease soils, we performed DEG analysis and drew volcano plots with the criteria of adjusted *p*-value < 0.05 & log2|Fold Change|> 1. Among the disease-susceptible varieties (UZ and UD) and disease-resistant variety (UN) in disease soils, we identified 2,052 up-regulated DEGs and 2,528 down-regulated DEGs between UZ and UN (Fig. 2D), 1,903 up-regulated DEGs and 1,904 down-regulated DEGs between UD and UN (Fig. 2E), and 340 up-regulated DEGs and 576 down-regulated DEGs between samples infected with BaYMV and BaMMV (UZ) and samples infected with BaMMV (UD) (Fig. 2F).

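Among the groups of the diseased field, limma called 323 up-regulated and 334 down-regulated genes in UZ vs. UN, 939 and 1067 in UD vs. UN, and 79 and 68 in UZ vs. UD. Without UZ1, 1253 genes were up-regulated and 1512 down-regulated in UZ vs. UN. The total for UZ vs. UN was 311 without UZ2, 345 without UZ3, 391 without UN1, 366 without UN2 and 360 without UN3. The total for UD vs. UN was 1067 without UN2 and 1153 without UN3, and the down-regulated genes in it numbered 690 without UD2 and 678 without UD3. The total for UZ vs. UD was 39 without UZ2, 56 without UZ3, 95 without UD2 and 50 without UD3, and 43 genes in it were up-regulated without UD1. With totals of the recovered reads as the scale, UZ vs. UN held 394 up-regulated and 259 down-regulated genes, UD vs. UN 1996 and 601, and UZ vs. UD 76 and 86. In UZ vs. UD the largest rise was that of HORVU6Hr1G057240, at 136 ± 12.8 FPKM (SD, n = 3) in UZ and 0.458 ± 0.228 FPKM (SD, n = 3) in UD (log2 fold change 6.56, standard error 0.16, limma adjusted p = 1.95e-04). In the healthy field, where the paper makes no comparison, its log2 fold change in HZ vs. HD was 6.00 (limma adjusted p = 0.00236). The same cultivars differed at 105 of the 147 DEGs of UZ vs. UD in the healthy field as well.

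**Figure D2:**
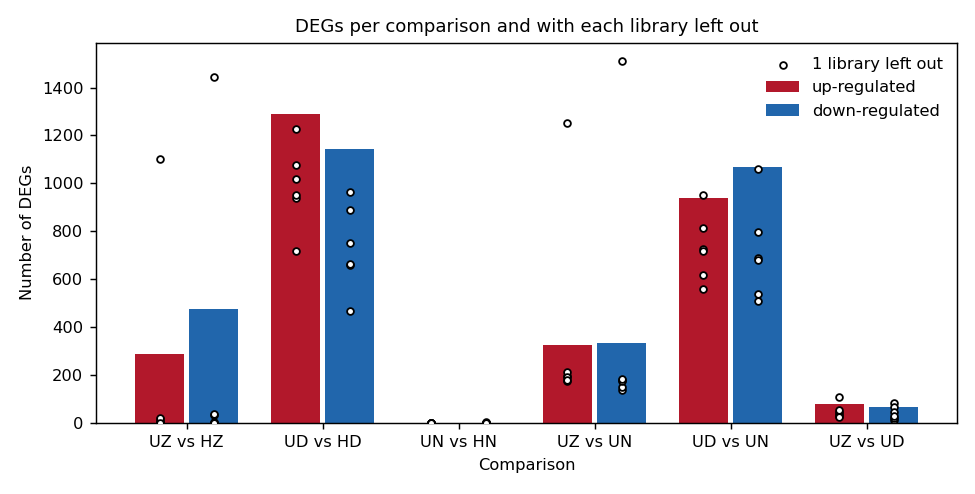
Number of up-regulated and down-regulated DEGs in each of the 6 comparisons (bars) and with each library left out in turn (open circles). The highest circles of UZ vs. HZ and UZ vs. UN are those without UZ1, at 1446 and 1512 down-regulated DEGs.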

We further analyzed the types and numbers of DEGs in disease soils using the Venn diagram. The result showed that 71 up-regulated and 41 down-regulated DEGs were in common among all the 3 groups (UZ vs. UN, UD vs. UN and UZ vs. UD) (Fig. 2I; J). 

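By limma, 0 up-regulated DEGs and 1 down-regulated DEG were common to UZ vs. UN, UD vs. UN and UZ vs. UD, and limma-voom gave 2 and 0. At an unadjusted p below 0.05, 4843, 6314 and 1533 genes were found in these 3 comparisons. The 1 gene, HORVU5Hr1G020920, was picked out after its values were seen. It was at 0.0362 ± 0.0318 FPKM in UZ, 4.17 ± 2.31 FPKM in UD and 11.9 ± 1.57 FPKM in UN (SD, n = 3), and at 0.0190 ± 0.0329, 2.50 ± 2.20 and 13.8 ± 2.06 FPKM in HZ, HD and HN. Its log2 fold change was -3.63 in UZ vs. UN, -1.40 in UD vs. UN and -2.22 in UZ vs. UD (limma adjusted p = 0.000149, 0.0305 and 0.0447). With 1 library left out, its adjusted p reached 0.0963 in UD vs. UN and 0.210 in UZ vs. UD. The number of common DEGs lay between 0 and 7 with each library left out in turn. Since UZ vs. UN and UD vs. UN share the 3 libraries of UN, 20 sets of groups without any difference were simulated. The observed calls held 383 genes changed in the same direction in both comparisons. The simulated sets held 0, but no gene truly differed in them, so this 0 does not show what the shared libraries add. Spearman's rho across genes was 0.832, against a mean of 0.459 in the simulated sets.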

Besides, 670 up-regulated and 923 down-regulated DEGs were specific in UZ vs. UN, 654 up-regulated and 570 down-regulated DEGs were specific in UD vs. UN, and 136 up-regulated and 264 down-regulated DEGs were specific in UZ vs. UD (Fig. 2I; J).

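In the limma calls, 99 up-regulated and 118 down-regulated DEGs were found in UZ vs. UN alone, 747 and 876 in UD vs. UN alone, and 47 and 42 in UZ vs. UD alone. Both UZ vs. UN and UD vs. UN held 192 up-regulated and 191 down-regulated DEGs. Library totals as the scale gave 106 and 93 in UZ vs. UN alone, 1743 and 464 in UD vs. UN alone, 41 and 57 in UZ vs. UD alone, and 253 and 137 in both comparisons with UN. Without UZ1, UZ vs. UN alone held 544 up-regulated and 711 down-regulated DEGs, UD vs. UN alone held 285 and 305, and 654 and 762 were common to both. The down-regulated genes of UZ vs. UN alone numbered 48 without UZ2, 56 without UZ3, 62 without UN1, 67 without UN2 and 70 without UN3, and the up-regulated genes 64 without UN2 and 65 without UN3. The down-regulated genes of UD vs. UN alone numbered 526 without UD2, 499 without UD3, 424 without UN2 and 444 without UN3, and the up-regulated genes 463 without UN2. The genes of UZ vs. UD alone were 16 up-regulated and 10 down-regulated without UZ2, 21 and 14 without UZ3, 29 and 26 without UD2, 12 and 15 without UD3, and 21 up-regulated without UD1. The up-regulated genes common to both comparisons with UN numbered 95 without UZ2, 110 without UZ3, 113 without UN1, 94 without UN2 and 83 without UN3, and the down-regulated genes 85, 89, 95, 86 and 93.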

### Virus infection responsive or associated genes

To illustrate virus infection responsive or associated genes, hierarchical clustering analysis was performed through calculating the FPKM values and log2 (FPKM + 1) (Fig. 3). The genes differentially expressed between the infected samples and the uninfected samples are clearly displayed in the heatmap. A total of 3 distinct clusters are viewed of all the samples (Fig. 3). One cluster includes UZ and UD, one includes UN and HN, and one includes HZ and HD. 

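The group means of log2(FPKM + 1) were clustered over the 3973 genes called in any of the 6 comparisons, after each gene was scaled to a mean of 0 and an SD of 1 (Euclidean distance, complete linkage). With 3 clusters, UZ fell with UD, UN with HN, and HZ with HD. UN and HN joined at a height of 49.9, UZ and UD at 52.8, and HZ and HD at 56.7. UN and HN then joined HZ and HD at 76.2, and UZ and UD joined last, at 126. Over all 16353 genes tested, UZ and UD formed 1 cluster, HZ another, and HD, UN and HN the third. When the 18 libraries were clustered one by one, UZ2, UZ3 and the 3 libraries of UD formed 1 cluster, UZ1, UN1 and UN3 another, and all other libraries the third. Without UN2, UN stood alone and HN fell with HZ and HD. The genes were chosen for differing between these groups, so that the clusters are not an independent test of them.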

In terms of DEGs, as many as 13 main clusters were found (Fig. 3).

**Fig. 3:**
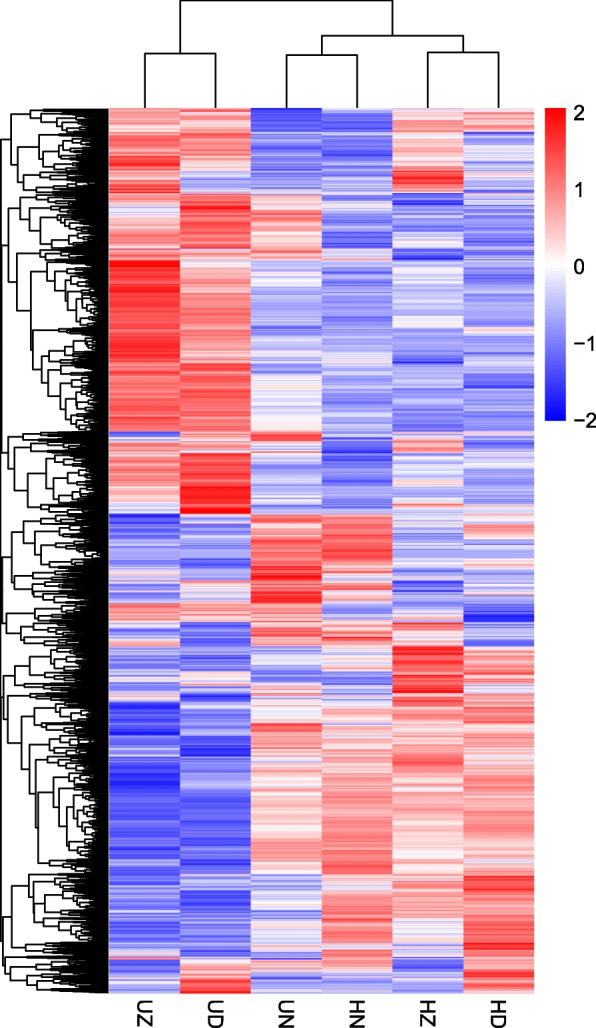
Hierarchical clustering heat map of all DEGs. The red color represents the high expression abundance and the blue color represents the low expression abundance

In total, 192 genes were differentially expressed after BaYMV/BaMMV infection. Some of these genes were involved in transcriptional regulation, anti-oxidation, disease resistance, and plant hormone deserve attention (Fig. 4). A total of 56 DEGs were identified to encode different families of transcription factors (TFs), such as MYB (15), Bzip (6), WRKY (23), and bHLH (12). It is assumed that these transcription factors are to be related by the virus infection. The expression of the genes encoding antioxidants may be related to the symptoms of yellowing on barley leaves. These antioxidants-encoding genes were mainly the genes encoding superoxide dismutase (SOD), catalase (CAT), ascorbic acid specific peroxidase (APX), and glutathione reductase (GR). Altogether, 65 major antioxidants were found in this study. For disease resistance genes, 13, 20 and 2 DEGs belonging to LRR-repeat protein, disease resistance protein, and pathogenesis-related protein, respectively, were identified (Fig. 4). Two genes (HORVU5Hr1G051970, HORVU7Hr1G122100) encoding pathogenesis-related genes were the most significantly differentially expressed. It was additionally found that disease resistance genes and LRR genes varied in less expression level than pathogenesis-related genes. It is worth mentioning that genes *eIF4E* and *PDIL5-1*, which encode eukaryotic translation initiation factor and protein disulfide isomerases, respectively, that had been previously cloned were further investigated for their differential expression in susceptible samples (Fig. 4). 

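The pathogenesis-related gene HORVU5Hr1G051970 (984 bp) was at 62.9 ± 43.8 FPKM (SD, n = 3) in UZ and 0.578 ± 0.843 FPKM (SD, n = 3) in HZ (log2 fold change 5.15, standard error 0.69, limma adjusted p = 0.0272). It was at 211 ± 265 FPKM (SD, n = 3) in UD and 0.664 ± 1.15 FPKM (SD, n = 3) in HD (log2 fold change 6.27, standard error 1.08, limma adjusted p = 0.0144). Every library of UZ and UD lay above every library of the same cultivar in the healthy field (exact permutation test, two-sided, p = 0.1, the smallest possible). In UN and HN it was at 1.12 ± 1.26 FPKM (SD, n = 3) and 0.102 ± 0.177 FPKM (SD, n = 3) (log2 fold change 0.77, standard error 0.46, limma adjusted p = 0.386). By p-value it ranked 187 of the 16353 genes in UZ vs. HZ and 1287 in UD vs. HD. Limma-voom on the recovered reads called it in neither comparison (adjusted p = 0.0708 and 0.0860). The call in UZ vs. HZ was lost when any library other than UZ1 was left out, with a log2 fold change of 4.99 without UZ2, 4.62 without UZ3, 5.01 without HZ1, 4.89 without HZ2 and 5.56 without HZ3, and that in UD vs. HD was lost without HD3 (6.00). Its call in UZ vs. HZ was also lost when all 28007 genes above 0 were tested (limma adjusted p = 0.0663). HORVU7Hr1G122100 (531 bp) was at 81.7 ± 87.5 FPKM (SD, n = 3) in UD and 1.89 ± 2.45 FPKM (SD, n = 3) in HD (log2 fold change 4.64, standard error 0.88, limma adjusted p = 0.0179). This call was lost without HD1 (log2 fold change 4.44) and without HD3 (4.19), with limma-voom (limma adjusted p = 0.0714) and when all genes above 0 were tested (0.0512). It was at 42.2 ± 13.8 FPKM (SD, n = 3) in UZ and 8.47 ± 9.20 FPKM (SD, n = 3) in HZ, where it was not called (log2 fold change 2.56, standard error 0.68, limma adjusted p = 0.0684), though it was called without UZ1, at a log2 fold change of 2.87. In UN and HN it was at 2.71 ± 2.67 FPKM (SD, n = 3) and 0.779 ± 0.599 FPKM (SD, n = 3) (log2 fold change 0.79, standard error 0.67, limma adjusted p = 0.538).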

For the genes related to plant hormones, 33 DEGs were identified, which were involved in plant hormone signal transduction pathways, including auxin (IAA), gibberellin (GA), cytokinin (CTK), abscisic acid (ABA), ethylene and polyamine (Fig. 4). 

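Whether the cultivars responded differently was tested directly, by comparing the change from the healthy to the diseased field between cultivars over 12 libraries (limma, same thresholds). The change in Dan 2 was higher than that in Nongke 1–6 at 246 genes and lower at 101, and with library totals as the scale at 1052 and 52. This total was 595 without UD1, 219 without HD2, 202 without HD3, 210 without UN3, 150 without HN2, 147 without HN3, 139 without UN2, 136 without HD1 and 127 without HN1, and without UD2 the change was lower at 55 genes. Limma-voom on the recovered reads called 0 of these genes, with 3268 at an unadjusted p below 0.05, against 3727 with limma on log2(FPKM + 1), and the fit over all 18 libraries called 9. The change in Zaoshu 3 was lower than that in Nongke 1–6 at 2 genes and higher at 0, with 2910 genes at an unadjusted p below 0.05, and limma-voom called 0, with 2687. These 2 genes, HORVU1Hr1G070780 and HORVU2Hr1G124230, were picked out after their values were seen, and every library of UN and HN was at 0 for both. HORVU1Hr1G070780 fell from 3.71 ± 0.520 FPKM in HZ to 0.141 ± 0.0680 in UZ, and HORVU2Hr1G124230 from 2.55 ± 0.230 in HZ to 0.0873 ± 0.116 in UZ (SD, n = 3). Without UZ1, the comparison of Zaoshu 3 with Nongke 1–6 called 572 genes with a higher and 895 with a lower change. It called 1 gene without UZ2 and 1 without HN3, 4 without HZ2 and 5 without UN3, and without UZ3 it called 1 gene with a higher and 2 with a lower change. Between Zaoshu 3 and Dan 2, limma called 0 genes, with 1459 at an unadjusted p below 0.05, and limma-voom called 0, with 1282, while limma called 6 without UD1, 3 without HZ2, and 1 each without UZ1, UZ3 and UD2. A score per library was taken as the mean log2(FPKM + 1) of the 1290 genes up-regulated minus that of the 1145 genes down-regulated in UD vs. HD. The score was -0.32 ± 1.02 in UZ and -2.55 ± 0.47 in HZ (SD, n = 3; exact permutation test, two-sided, p = 0.1, the smallest possible). It was -2.06 ± 0.72 in UN and -3.11 ± 0.29 in HN (SD, n = 3; exact permutation test, two-sided, p = 0.2). The genes were chosen on UD and HD, so these groups were not tested with it.

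**Figure D3:**
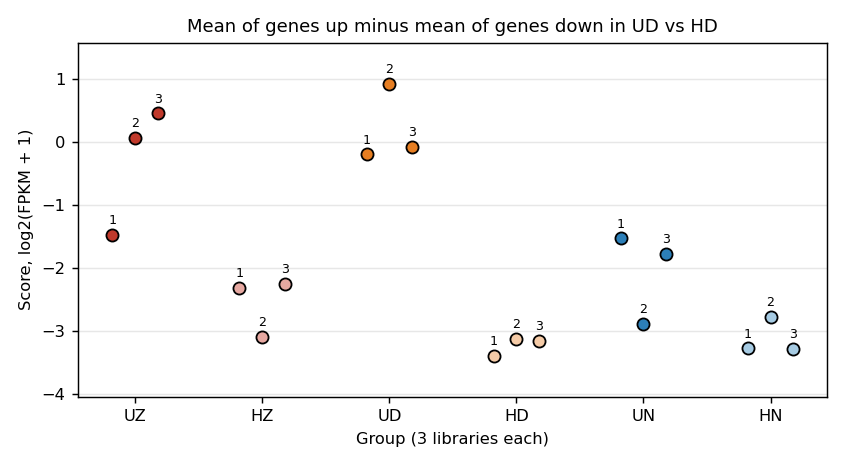
Score of each of the 18 libraries by group, on the scale of log2(FPKM + 1), with the replicate number at each point. In UZ, library 1 lies at -1.47 and libraries 2 and 3 at 0.07 and 0.46, and in UN, library 2 lies at -2.88 and libraries 1 and 3 at -1.53 and -1.78.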

In general, the susceptible variety showed greater changes than the resistance variety after virus infection.

**Fig. 4:**
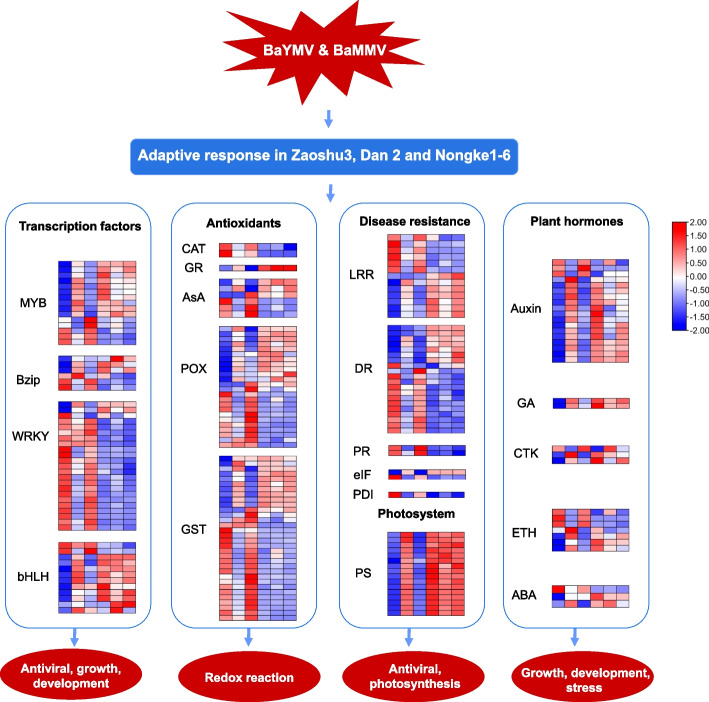
A hypothetical model of gene response to BaYMV disease. Different colors represent different genes. Relative expression levels were normalized and displayed as a color gradient from low (blue) to high (red). In each heatmap samples from left to right are UZ (first column), HZ (second column), UD (third column), HD (fourth column), UN (fifth column), and HN (sixth column)

### GO functional analysis

The identified differentially expressed genes were further analysed by Gene ontology (GO) enrichment. All the genes were classified into three categories: molecular function (MF), cellular component (CC), and biological process (BP) (Fig. S1A). In details, 9,875 target genes from UZ vs. HZ were assigned to 770 Go pathways. Small molecule metabolic process (GO:0,044,281), carbohydrate metabolic process (GO:0,005,975), response to external biotic stimulus (GO:0,043,207), defense response to other organisms (GO:0,098,542), catabolic process (GO:0,009,056) were significantly enriched. In UD vs. HD, 15,395 target genes were assigned to 770 Go pathways. Translation (GO:0,006,412), cellular amide metabolic process (GO:0,043,603), organonitrogen compound biosynthetic process (GO:1,901,566), protein-containing complex (GO:0,032,991), structural molecular activity (GO:0,005,198), structural constituent of ribosome (GO:0,003,735) were significantly enriched. In UN vs. HN, 2,160 target genes were assigned to 457 Go pathways. Organonitrogen compound biosynthetic process (GO:1,901,566), protein-containing complex (GO:0,032,991) and cytoplasmic part (GO:0,044,444) were significantly enriched. In UZ vs. UN, 7,130 target genes were assigned to 747 Go pathways. Cytoplasmic parts (GO:0,044,444), carbohydrate binding (GO:0,030,246) and ADP binding (GO:0,043,531) were enriched in large numbers. In UD vs. UN, 12,015 target genes were assigned to 774 Go pathways. Defense response (GO:0,006,952), protein folding (GO:0,006,457), response to biotic stimulus (GO:0,009,607) and photosystem (GO:0,009,521) were enriched. In UZ vs. UD, 732 target genes were assigned to 313 Go pathways. However, only ADP binding (GO:0,043,531) was significantly enriched.

To obtain more biological information about barley yellow mosaic disease, KEGG enrichment of differentially expressed genes was also conducted. Top 20 significantly enriched KEGG pathways were identified (Fig. S1B). In comparison among the six groups (UZ vs. HZ, UD vs. HD, UN vs. HN, UZ vs. UN, UD vs. UN and UZ vs. UD), 1,132, 1,780, 289, 693, 1506 and 98 target genes were assigned to 108, 112, 88, 107, 110 and 66 KEGG pathways, respectively.

### Validation of sequencing data by quantitative PCR

To validate differentially expressed genes identified in the RNA sequencing data, 8 DEGs were selected for qRT-PCR analysis (Fig. 5). These DEGs were HORVU3Hr1G086200, HORVU4Hr1G000280, HORVU3Hr1G052710, HORVU1Hr1G009920, HORVU3Hr1G041160, HORVU5Hr1G065330, HORVU2Hr1G106920 and HORVU2Hr1G012980. It appeared that expression levels of HORVU3Hr1G086200, HORVU4Hr1G000280, HORVU3Hr1G052710, HORVU1Hr1G009920, HORVU3Hr1G041160 and HORVU5Hr1G065330 decreased while expression levels of HORVU2Hr1G106920 and HORVU2Hr1G012980 increased, after BaYMV or BaMMV infection. This qRT-PCR result was consistent with the transcriptome data.

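In the FPKM, each gene was compared in the pair of groups that Fig. 5 shows for it. HORVU1Hr1G009920 was at 12.2 ± 0.960 FPKM (SD, n = 3) in UZ and 43.9 ± 4.05 FPKM (SD, n = 3) in HZ (log2 fold change -1.76, standard error 0.12, limma adjusted p = 0.0101). HORVU3Hr1G041160 was at 14.5 ± 5.69 FPKM (SD, n = 3) in UD and 39.2 ± 1.22 FPKM (SD, n = 3) in HD (log2 fold change -1.44, standard error 0.29, limma adjusted p = 0.0196). The call of HORVU1Hr1G009920 was lost, at a log2 fold change of -1.79 without UZ2, -1.70 without UZ3 and -1.81 without HZ3. That of HORVU3Hr1G041160 was lost, at a log2 fold change of -1.49 without UD3, -1.44 without HD1, -1.42 without HD2 and -1.47 without HD3, with totals of the recovered reads as the scale (-0.92), and when all genes above 0 were tested (limma adjusted p = 0.0503). Of the other 4 genes that decreased, HORVU3Hr1G086200 had a log2 fold change of -1.36 (limma adjusted p = 0.0584) in UD vs. UN, HORVU3Hr1G052710 of -1.32 (0.0685) in UZ vs. HZ and HORVU5Hr1G065330 of -1.28 (0.0602) in UD vs. HD. HORVU3Hr1G086200 was called without UN1, at -1.72. HORVU5Hr1G065330 was called by limma-voom and by the fit over all 18 libraries. HORVU4Hr1G000280 had a log2 fold change of -0.85 in UZ vs. UN (limma adjusted p = 0.0269), at 0.0249 ± 0.00775 FPKM (SD, n = 3) in UZ and 0.858 ± 0.245 FPKM (SD, n = 3) in UN, and with a pseudocount of 0.1 its log2 fold change was -2.91 and it was called. HORVU2Hr1G012980 was at 8.40 ± 5.52 FPKM (SD, n = 3) in UZ and 2.48 ± 0.725 FPKM (SD, n = 3) in UN (log2 fold change 1.20, standard error 0.57, limma adjusted p = 0.207), and was called without UZ1, at 1.87. HORVU2Hr1G106920, at 0.183 ± 0.126 FPKM (SD, n = 3) in UZ and 0.0465 ± 0.0174 FPKM (SD, n = 3) in UN from 161 and 34 recovered reads, was below the minimum of the test.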

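The ratio of the group mean FPKM was 0.186 for HORVU3Hr1G086200 (UD over UN), 0.0290 for HORVU4Hr1G000280 (UZ over UN), 0.354 for HORVU3Hr1G052710 (UZ over HZ) and 0.279 for HORVU1Hr1G009920 (UZ over HZ). It was 0.371 for HORVU3Hr1G041160 and 0.367 for HORVU5Hr1G065330 (UD over HD), and 3.94 for HORVU2Hr1G106920 and 3.38 for HORVU2Hr1G012980 (UZ over UN). Adjusted over the list alone, 6 of the 8 genes had a limma p below 0.05 and 5 of these also an absolute log2 fold change above 1, against 3 genes with an adjusted p below 0.05 over all genes. As the paper chose the genes on these libraries, the first number is not independent evidence. The qRT-PCR values themselves were not analysed here.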

**Fig. 5:**
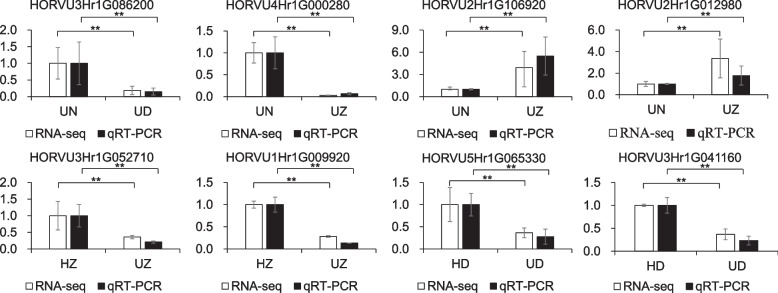
Quantitative real-time PCR validation of 8 differentially expressed genes and the corresponding expression data of RNA-Seq. The black filled columns represent relative expression levels obtained by qRT-PCR, and white filled columns represent relative expression obtained by RNA-Seq

## Discussion

High-throughput RNA sequencing provides a comprehensive transcriptome profile in plants, important in elucidating plant-infecting partitiviruses mechanisms [20, 21]. By comparing transcriptomes of virus-infected vs. virus-uninfected plants, genes associated with virus resistance can be identified, serving as critical genetic resources in breeding crops resist to viral diseases [22, 23]. In our study, we utilized the RNA-seq technology and thoroughly analysed transcriptome profiles of disease-resistant varieties, BaYMV & BaMMV susceptible varieties and BaMMV susceptible varieties grown under diseased and non-diseased field conditions. GO enrichment and KEGG pathway analysis displayed that the class of “peptidase complex”, “proteasome complex” and “endopeptidase complex” were highly represented in “UZ vs. HZ”, “UD vs. HD” and “UD vs. UN”, including Proteasomal degradation as a member of this class. Proteasomal degradation is known to be an important mechanism of the host controlling virus infection [24]. It is involved in the immune response, the resistance response, the induction of systemic acquired resistance and the host ubiquitination pathway to resist or limit pathogen infestation [25]. In cells, the ubiquitin–proteasome system (UPS) is responsible for protein degradation [26]. Highly expressed genes involving proteasomal degradation suggests that plant viruses could regulate the expression of UPS genes or E3-ubiquitin ligases activity, affect proteasome activity directly, and determine the ubiquitination status of host cells, as previously reported [27]. Furthermore, the UPS plays a key role involving in a series of steps from pathogen perception to downstream signalling to modulate plant defense [28]. Therefore, the genes in the class of “peptidase complex”, “proteasome complex” and “endopeptidase complex” may be associated with the pathogenic mechanism of BaYMV disease and engage in arms races between hosts and viruses. Another interesting finding in the KEGG pathway analysis is that “protein processing in endoplasmic reticulum” was significantly enriched in UZ vs. HZ and UZ vs. UN. Endoplasmic reticulum stress is the initial cellular response to stress [29]. This finding suggests that the “protein processing in endoplasmic reticulum” pathway might be activated after BaYMV and BaMMV infection.

TFs play an important role in biotic stress such as pathogen infection and insect attacks. Based on the differential expression analysis of BaYMV/BaMMV-infected vs. healthy libraries (Fig. 3), 36 DEGs were found to be similar in expression level (up- or down-regulated) in both groups. These include MYB genes, which are involved in antiviral processes in plants. Inhibition of NtMYB1 in tobacco weakens N-gene-mediated resistance to tobacco mosaic virus (TMV) [30]. Other TFs include the bZIP protein involved in the transcriptional regulation of rice tungro bacilliform virus (RTBV) promoter after virus infection in rice [31]. WRKY, a key regulatory factor in plant immune response to various biological stresses and having the most conserved amino acid domain [32], CaWRKYd regulating hypersensitive response (HR) cell death by regulating pathogenesis-related (PR) gene expression when Pepper mild mottle virus (PMMoV) infected Hot pepper [33], and SlybHLH131 associated with Tomato yellow leaf curl virus (TYLCV) infection when Tomato yellow leaf curl virus (TYLCV) infected tomatoes [34]. These findings support that TFs are involved in the response process of barley yellow mosaic disease although at different degrees. Further exploring mechanisms of TFs in the response to BaYMV disease is necessary.

Plants maintain their redox homeostasis through an efficient antioxidative system composed of both enzymatic and nonenzymatic antioxidants [35]. Among these enzymes mainly are catalase (CAT), glutathione reductase (GR), ascorbic acid (AsA), peroxidase (POX), and glutathione S-trans-ferase (GST). When plants are attacked by pathogens, they resort to oxidative bursts involving oxygen species such as CAT. For example, Chilli veinal mottle virus (ChiVMV) can interact directly with two catalases in tobacco to promote virus replication [36]. 

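The CAT gene HORVU6Hr1G008640 was at 156 ± 134 FPKM (SD, n = 3) in UZ, 136 ± 39.3 FPKM (SD, n = 3) in UD and 11.6 ± 11.2 FPKM (SD, n = 3) in UN. In the healthy field it was at 21.3 ± 8.26 FPKM (SD, n = 3) in HZ, 8.56 ± 11.9 FPKM (SD, n = 3) in HD and 1.35 ± 0.517 FPKM (SD, n = 3) in HN. It was up-regulated in UD vs. HD (log2 fold change 4.62, standard error 0.90, limma adjusted p = 0.0189) and in UD vs. UN (log2 fold change 3.92, standard error 0.77, limma adjusted p = 0.0203). The call in UD vs. HD was lost at a log2 fold change of 4.40 without UD1, 4.75 without UD2, 4.73 without UD3, 4.30 without HD1 and 3.902 without HD3. The call in UD vs. UN was lost at a log2 fold change of 3.70 without UD1, 4.04 without UD2, 4.02 without UD3 and 4.04 without UN2. Both calls were also lost when all genes above 0 were tested (limma adjusted p = 0.0537 and 0.0640). It was not called in UZ vs. HZ (log2 fold change 2.19, standard error 1.01, limma adjusted p = 0.184) or in UZ vs. UN (log2 fold change 3.46, standard error 1.21, limma adjusted p = 0.133). UZ1 held 18.4 FPKM, UZ2 286 and UZ3 164, and without UZ1 the gene was called in both, at log2 fold changes of 3.35 and 4.63. In UN vs. HN it was not called (log2 fold change 1.93, standard error 0.81, limma adjusted p = 0.270). The CAT gene HORVU6Hr1G008730 was at 7.33 ± 9.38 FPKM (SD, n = 3) in UZ, 2.68 ± 2.83 FPKM (SD, n = 3) in UD and 0.0400 ± 0.0692 FPKM (SD, n = 3) in UN, from 229, 87 and 1 recovered reads over the 3 libraries of each group. Its log2 fold change was 1.26 in UZ vs. HZ (limma adjusted p = 0.447), 1.48 in UD vs. HD (0.0733), 2.22 in UZ vs. UN (0.169) and 1.57 in UD vs. UN (0.0644). In UZ vs. UN it was called without UZ1, at 3.20, and in UD vs. HD and UD vs. UN with a pseudocount of 0.1, at 3.61 and 3.94, and with totals of the recovered reads as the scale, at 1.71 and 1.79.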

In this study, two genes (HORVU6Hr1G008640 and HORVU6Hr1G008730) were highly expressed in the two susceptible samples, supporting that catalase was involved in the initiation of the plant body defense system. However, a GR gene (HORVU4Hr1G073930) was higher in tolerant varieties (UN) than in the two susceptible samples (UZ and UN), which is opposite to CAT expression in these samples. 

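The GR gene HORVU4Hr1G073930 was at 89.3 ± 37.0 FPKM (SD, n = 3) in UZ, 55.3 ± 12.5 FPKM (SD, n = 3) in UD and 138 ± 20.8 FPKM (SD, n = 3) in UN. It was down-regulated in UD vs. UN (log2 fold change -1.31, standard error 0.21, limma adjusted p = 0.0117), with every library of UD below every library of UN, and was not called in UZ vs. UN (log2 fold change -0.68, standard error 0.30, limma adjusted p = 0.189). In UZ1 it was at 132 FPKM, within the range of UN, and in UZ2 and UZ3 at 70.0 and 66.0 FPKM. In the healthy field it was at 96.1 ± 10.7 FPKM (SD, n = 3) in HZ, 122 ± 16.3 FPKM (SD, n = 3) in HD and 136 ± 14.4 FPKM (SD, n = 3) in HN. It was down-regulated in UD vs. HD (log2 fold change -1.14, standard error 0.20, limma adjusted p = 0.0150), a call that was lost without HD3 (-1.20). With totals of the recovered reads as the scale, its log2 fold change was -0.88 in UD vs. UN and -0.60 in UD vs. HD, and neither was called. Its log2 fold change in UZ vs. HZ was -0.17 (limma adjusted p = 0.702), and its sign changed with the same scale (0.15) and without UZ3 (0.0067). In UN vs. HN it was 0.01 (limma adjusted p = 0.975), and its sign changed without UN2 (-0.10) and without HN2 (-0.08).

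**Figure D4:**
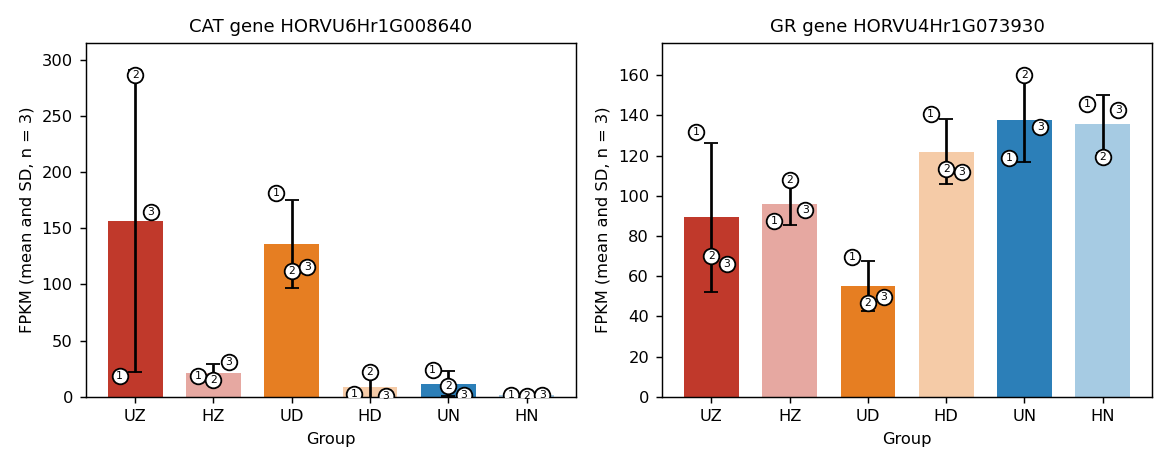
FPKM of the CAT gene HORVU6Hr1G008640 (left) and of the GR gene HORVU4Hr1G073930 (right) by group. Bars give the mean, error bars the SD (n = 3) and circles the libraries, with the replicate number inside. UZ1 lies at 18.4 FPKM for the CAT gene and at 132 FPKM for the GR gene, apart from UZ2 and UZ3.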

Previous study showed that Cucumber mosaic virus (CMV) movement protein (MP) can enhance virus infection and reduce redox reaction through interaction with ascorbate peroxidase [37]. Peroxidase plays a potent role in defending against pathogens in host defense, such as involving in reactive oxygen species metabolic processes, forming lignin, decomposing auxin and oxidizing some substances. The resistance of rice to southern rice black streak dwarf virus (SRBSDV) was increased by enhancing peroxidase activity after treatment with chitosan oligosaccharide, a plant immunomodulator [38]. Peroxisome-targeted effector proteins were induced in the early stage of the *M.oryzae* infection and positively regulated pathogenicity [39]. In this study, we found significant differences in ascorbate oxidase in response to BaYMV disease between resistant and susceptible plants and that peroxidase levels in infected barley leaves were up-regulated or down-regulated to varying degrees compared with uninfected leaves. 

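The GST gene HORVU2Hr1G063460 was at 24.4 ± 7.91 FPKM (SD, n = 3) in UZ and 118 ± 47.2 FPKM (SD, n = 3) in HZ (log2 fold change -2.20, standard error 0.36, limma adjusted p = 0.0341), and at 22.6 ± 10.5 FPKM (SD, n = 3) in UD and 113 ± 20.0 FPKM (SD, n = 3) in HD (log2 fold change -2.37, standard error 0.39, limma adjusted p = 0.0133). It was called as down-regulated in both comparisons. The call in UZ vs. HZ was lost when any library other than UZ1 was left out, at a log2 fold change of -2.21 without UZ2, -1.96 without UZ3, -2.46 without HZ1, -1.90 without HZ2 and -2.23 without HZ3, and that in UD vs. HD was lost without HD3 (-2.38). In UN and HN it was at 55.2 ± 22.2 FPKM (SD, n = 3) and 104 ± 25.8 FPKM (SD, n = 3) (log2 fold change -0.95, standard error 0.35, limma adjusted p = 0.235) and was not called. The GST gene HORVU0Hr1G019300 was up-regulated in UD vs. HD, at 71.8 ± 44.6 FPKM (SD, n = 3) against 0.905 ± 0.835 FPKM (SD, n = 3) (log2 fold change 5.18, standard error 0.51, limma adjusted p = 0.00488). In UZ vs. HZ it was at 52.6 ± 40.8 FPKM (SD, n = 3) against 3.45 ± 2.62 FPKM (SD, n = 3) and was not called (log2 fold change 3.16, standard error 1.00, limma adjusted p = 0.0946), though it was called without UZ1, at 4.27. In UN and HN it was at 0.109 ± 0.141 FPKM (SD, n = 3) and 0.0405 ± 0.0702 FPKM (SD, n = 3), from 6 and 2 recovered reads over 3 libraries each. The log2 fold change in UN vs. HN was 0.09 (limma adjusted p = 0.668), and it was -0.01 without UN1. It was up-regulated in UZ vs. UN (log2 fold change 5.00, standard error 0.90, limma adjusted p = 0.0331) and in UD vs. UN (log2 fold change 5.87, standard error 0.41, limma adjusted p = 8.87e-04). The call in UZ vs. UN was lost at a log2 fold change of 4.54 without UZ2, 4.37 without UZ3, 5.11 without UN1, 4.98 without UN2 and 4.93 without UN3, with limma-voom (limma adjusted p = 0.159) and when all genes above 0 were tested (0.100), as was that of HORVU2Hr1G063460 in UZ vs. HZ (0.0786).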

Apart from the above genes, found two GST genes, HORVU2Hr1G063460 and HORVU0Hr1G019300, were most down-regulated and up-regulated in either susceptible or resistant plants. In Arabidopsis thaliana GST genes, AtGSTU19 and AtGSTU24 had been shown to be regulators of Arabidopsis thaliana in response to Turnip mosaic virus (TuMV) [40].

Chloroplasts are the core of signal integration from PTI and ETI and are obvious targets for effector regulation [41]. Potato virus Y (PVY) infection usually alters the chloroplast number of the host plant, alters host morphology, and inhibits photosynthesis [42]. The non-structural protein P5-2 from rice black-streaked dwarf virus (RBSDV) specifically targets at chloroplasts and may control the development of viral symptoms [43]. Similar situation was observed in this study for BaYMV disease infection which also significantly reduced the expression level of photosystem-related genes, thereby suggesting an involvement in viral symptom development and metastasis of the infected barley (Fig. 5). When comparing the samples from diseased fields with those from non-diseased fields, we found that the fold changes of photosystem differential genes in the resistant variety were significantly smaller than those in the susceptible varieties, indicating that the gene downregulation in the susceptible varieties was more active than in the resistant variety. In addition, it also indirectly demonstrated that the photosynthetic mechanisms in the BaYMV/BaMMV-resistant barley plants might function more efficiently than in the susceptible barley cultivars.

The Plant R gene is the most common nucleotide-binding leucine-rich repeat gene (NBS-LRR), which plays an important role in plant disease resistance [44]. After PVX infection in potato, CC-NBS-LRR protein and its elicitor PVX coat protein (CP) were co-expressed, resulting in a rapid hypersensitive response [45]. The resistance of potato to potato virus X mediated by Rx gene (CNL) is strong. Tobacco mosaic virus resistance is mediated by N gene which causes a hypersensitivity response [46]. In the present study, we discovered disease resistance-associated DEGs, whose expression levels differed between infected and non-infected samples, suggesting that these DEGs may have the ability to adjust downstream targets in both positive and negative directions. Systemic acquired resistance leads to systemic and broad-spectrum resistance, which is characterized by increased expression of pathogenesis-related genes [47]. In our study, pathogenesis-related genes were also found to be differentially expressed, and GO and KEGG analysis also enriched the plant-pathogen interaction pathway (Fig. 5). 

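The gene HORVU5Hr1G051970 was at 18.7 FPKM in UZ1, 63.7 in UZ2 and 106 in UZ3, and at 28.2 FPKM in UD1, 515 in UD2 and 89.5 in UD3. In the 3 libraries of UN it was at 2.49, 0 and 0.868 FPKM, from 38, 0 and 14 recovered reads. HORVU7Hr1G122100 was at 26.3, 50.8 and 49.6 FPKM in the libraries of UZ and at 31.3, 183 and 31.1 FPKM in those of UD, and at 5.47, 0.133 and 2.53 FPKM in those of UN. The files do not name the other PR genes, which were not analysed here.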

Notably, most PR genes were highly expressed in infected samples compared with the uninfected samples. Previous study showed that the activation of PR genes responds to different stresses in different plant families. Pathogenesis-related protein 10 (PR-10) gene can be upregulated in the presence of RNA4 after beet necrotic yellow vein virus (BNYVV)-infected *N. benthamiana* and is closely associated with symptom development [48]. Although we also found the expression differences of eIF and PDI-related families, significant sequence differences of two genes from the varieties were not identified.

Virus-infected plants can cause developmental abnormalities such as stunting and leaf patches and host hormone pathways may be modulated by viral infection. Exposed to pathogen infection, hormonal signals including auxin, gibberellin, cytokinin, abscisic acid, and ethylene are critical in response to pathogens. Previous studies have reported that maize infected with sugarcane mosaic virus (SCMV) increased the expression levels of the auxin binding protein 1 (ABP1) [49], and the interaction between P7-2 encoded by rice black stripe dwarf virus (RBSDV) and the host GA-insensitive dwarf protein F2 (GID2) regulate the GA signalling pathway [50]. Other host hormone pathways modulated by viral infection include cytokinin activities and ABA regulations. In white clover mosaic potexvirus-infected kidney bean plants cytokinin activities decrease [51], while ABA is upregulated during bamboo mosaic virus (BaMV) infection of *N. benthamiana* and downregulated during rice black-streaked dwarf virus (RBSDV) infection of rice [52, 53]. In addition, the ET signaling pathway is also crucial for the pathophysiological regulation of immune responses to potato virus Y (PVY) infection [54]. Consistent with these previous studies, the encoded auxin, gibberellin, cytokinin, abscisic acid, and ethylene in infected barley varieties with BaYMV and/or BaMMV and in healthy barley varieties showed significantly different expression in level, suggesting that the phenotypic characteristics of BaYMV disease were affected by plant hormones.

## Materials and methods

### Plant samples

Virus-infected samples were obtained from a barley nursery in Yangzhou, Jiangsu Province of China, where it is continually used to screen barley cultivars for BaYMV disease resistance. In March 2021, three barley varieties, Zaoshu 3 (UZ), Dan 2 (UD) and Nongke 1–6 (UN) were collected from the diseased nursery. Meanwhile, virus-free healthy plants of the same cultivar Zaoshu 3 (HZ), Dan 2 (HD) and Nongke 1–6 (HN) were obtained from a disease-free field as a control. Both the diseased and non-diseased fields are in the experimental field of Yangzhou University, and the distance between the two fields is less than 100 m. The stem and jointing of the sample collected were developing, and the infected sample showed typical symptoms of BaYMV disease (about before jointing). Under diseased nursery, Zaoshu 3 cultivar was co-infected with BaYMV and BaMMV, Dan2 cultivar was infected with BaMMV, and Nongke 1–6 cultivar was not infected with BaYMV and BaMMV. Each sample contained three biological replicates.

### RNA extraction, library construction and sequencing

We extracted total RNA using the total RNA rapid extraction kit for polysaccharides poolyphenol plant (Tiangen, China) according to the manufacturer's instructions. Analyzing RNA integrity was performed on the Bioanalyzer 2100 system using the RNA Nano 6000 Assay Kit. One microgram RNA per sample was used for library construction as below the steps. First-strand cDNA was synthesized using a random hexamer primer and M-MuLV Reverse Transcriptase. Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer were used for PCR. After purification, PCR products were evaluated for their qualities with Agilent bioanalyzer 2100. Sequencing of the PCR products was performed using Illumina NovaSeq 6000 platform.

### Bioinformatics analyses

Clean reads were obtained by removing reads containing adapter, low-quality reads and reads containing ploy-N from raw data. Contents of Q20, Q30, and GC contents were calculated. Next, clean reads were aligned to the barley reference genome using HISAT2 [55]. Transcript abundance in each sample was estimated by StringTie [55]. This process involved the use of a novel network flow algorithm, as well as an optional de novo assembly step, to accurately assemble and quantitate full-length transcripts that represent multiple splice variants for each gene locus. We conducted differential expression analysis between two conditions/groups using the DESeq2 R package. FeatureCounts was used to calculate the readings mapped to each gene. The FPKM (fragments per kilobase of transcript per million mapped reads) of each gene was calculated based on its length and the count mapped to that gene is read. 

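From the steps between the deposited FPKM values, the length that entered each FPKM was recovered together with the reads, and it was a whole number of bp for 27996 of the 28007 genes above 0. The median length was 2076 bp. The number that divided the reads was not the library's total of counted reads but a number scaled between the libraries.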

The *P*-values were adjusted using the Benjamini & Hochberg method, and a adjusted *p*-value threshold of 0.05 and |log2fold change|> 1 were established as the criteria for significant differential expression. Gene Ontology (GO) enrichment analysis of DEGs' response to BaYMV disease was performed by clusterProfiler R package to understand DEGs' functions. We considered differentially expressed genes to be significantly enriched for GO terms or KEGG pathways with corrected *p*-values less than 0.05. Additionally, we used the clusterProfiler R package to test whether KEGG pathways were statistically enriched for differentially expressed genes [56].

### Quantitative Reverse Transcription Polymerase Chain Reaction (qPCR)

qPCR analysis of mRNA expression was performed using cDNAs synthesizedwith HiScript® III RT SuperMix (cat. no. R323; Vazyme Biotech Co., Ltd.) according to the manufacturer's instructions. ChamQ Universal SYBR® qPCR Master Mix (cat. no. Q711; Vazyme Biotech Co., Ltd) was used in qPCR with reaction conditions as follows: firstly 95 °C for 30 s, then 95 °C for 10 s for 40 cycles and finally 60 °C for 30 s. A CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) was used for qRT-PCR in 96-well plates. *GADPH* and *α-Tubulin* were used as two reference genes. All the primers used in this study are listed (Table S2). The qPCR experiments encompassed three independent biological replicates. Relative gene expression levels were analysed using the comparative 2^−ΔΔCT^ method [57, 58].

## Conclusions

Barley yellow mosaic disease poses a serious threat to winter barley production. It is critical to understand the differentially expressed genes in response to barley yellow mosaic disease in both resistant and susceptible cultivars. In this research, we utilised high-throughput sequencing and thoroughly examined transcriptome changes in barley upon infection with BaYMV and/or BaMMV. Gene Ontology and KEGG analysis indicated significant enrichments in the peptidase complex and protein processing in endoplasmic reticulum. Differentially expressed genes found between infected and uninfected barley varieties are clustered into protein families encoding transcription factors, antioxidants, disease resistance genes, and hormones. The main resistance sources of BaYMV disease have failed, so it is necessary to explore and utilize new resistance sources for barley disease breeding. This study laid a foundation for the exploration of new genes resistant to BaYMV disease. It will contribute to the development of barley varieties with high resistance to disease, rescuing the economic loss caused by BaYMV disease.

## Supplementary Information

**Additional file 1: Figure S1.** Function analysis of all DEGs in 6 groups. A: Gene ontology function enrichment response to BaYMV disease. B: KEGG pathway enrichment response to BaYMV disease.

**Additional file 2: Table S1.** Alignment of the region with the barley genome.

**Additional file 3: Table S2.** Primers used in this study.

## Data Availability

The mRNA sequencing data for both infected and non-infected barley samples were deposited in the Gene Expression Omnibus (GEO) database at the NCBI under accession number GSE225976.

# Supplementary material for: Molecular insights into the responses of barley to yellow mosaic disease through transcriptome analysis
**Source:** BMC Plant Biol. 2023 May 19;23:267. doi: 10.1186/s12870-023-04276-x
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Function analysis of all DEGs in 6 groups. A: Gene ontology function enrichment response to BaYMV disease. B: KEGG pathway enrichment response to BaYMV disease.

A

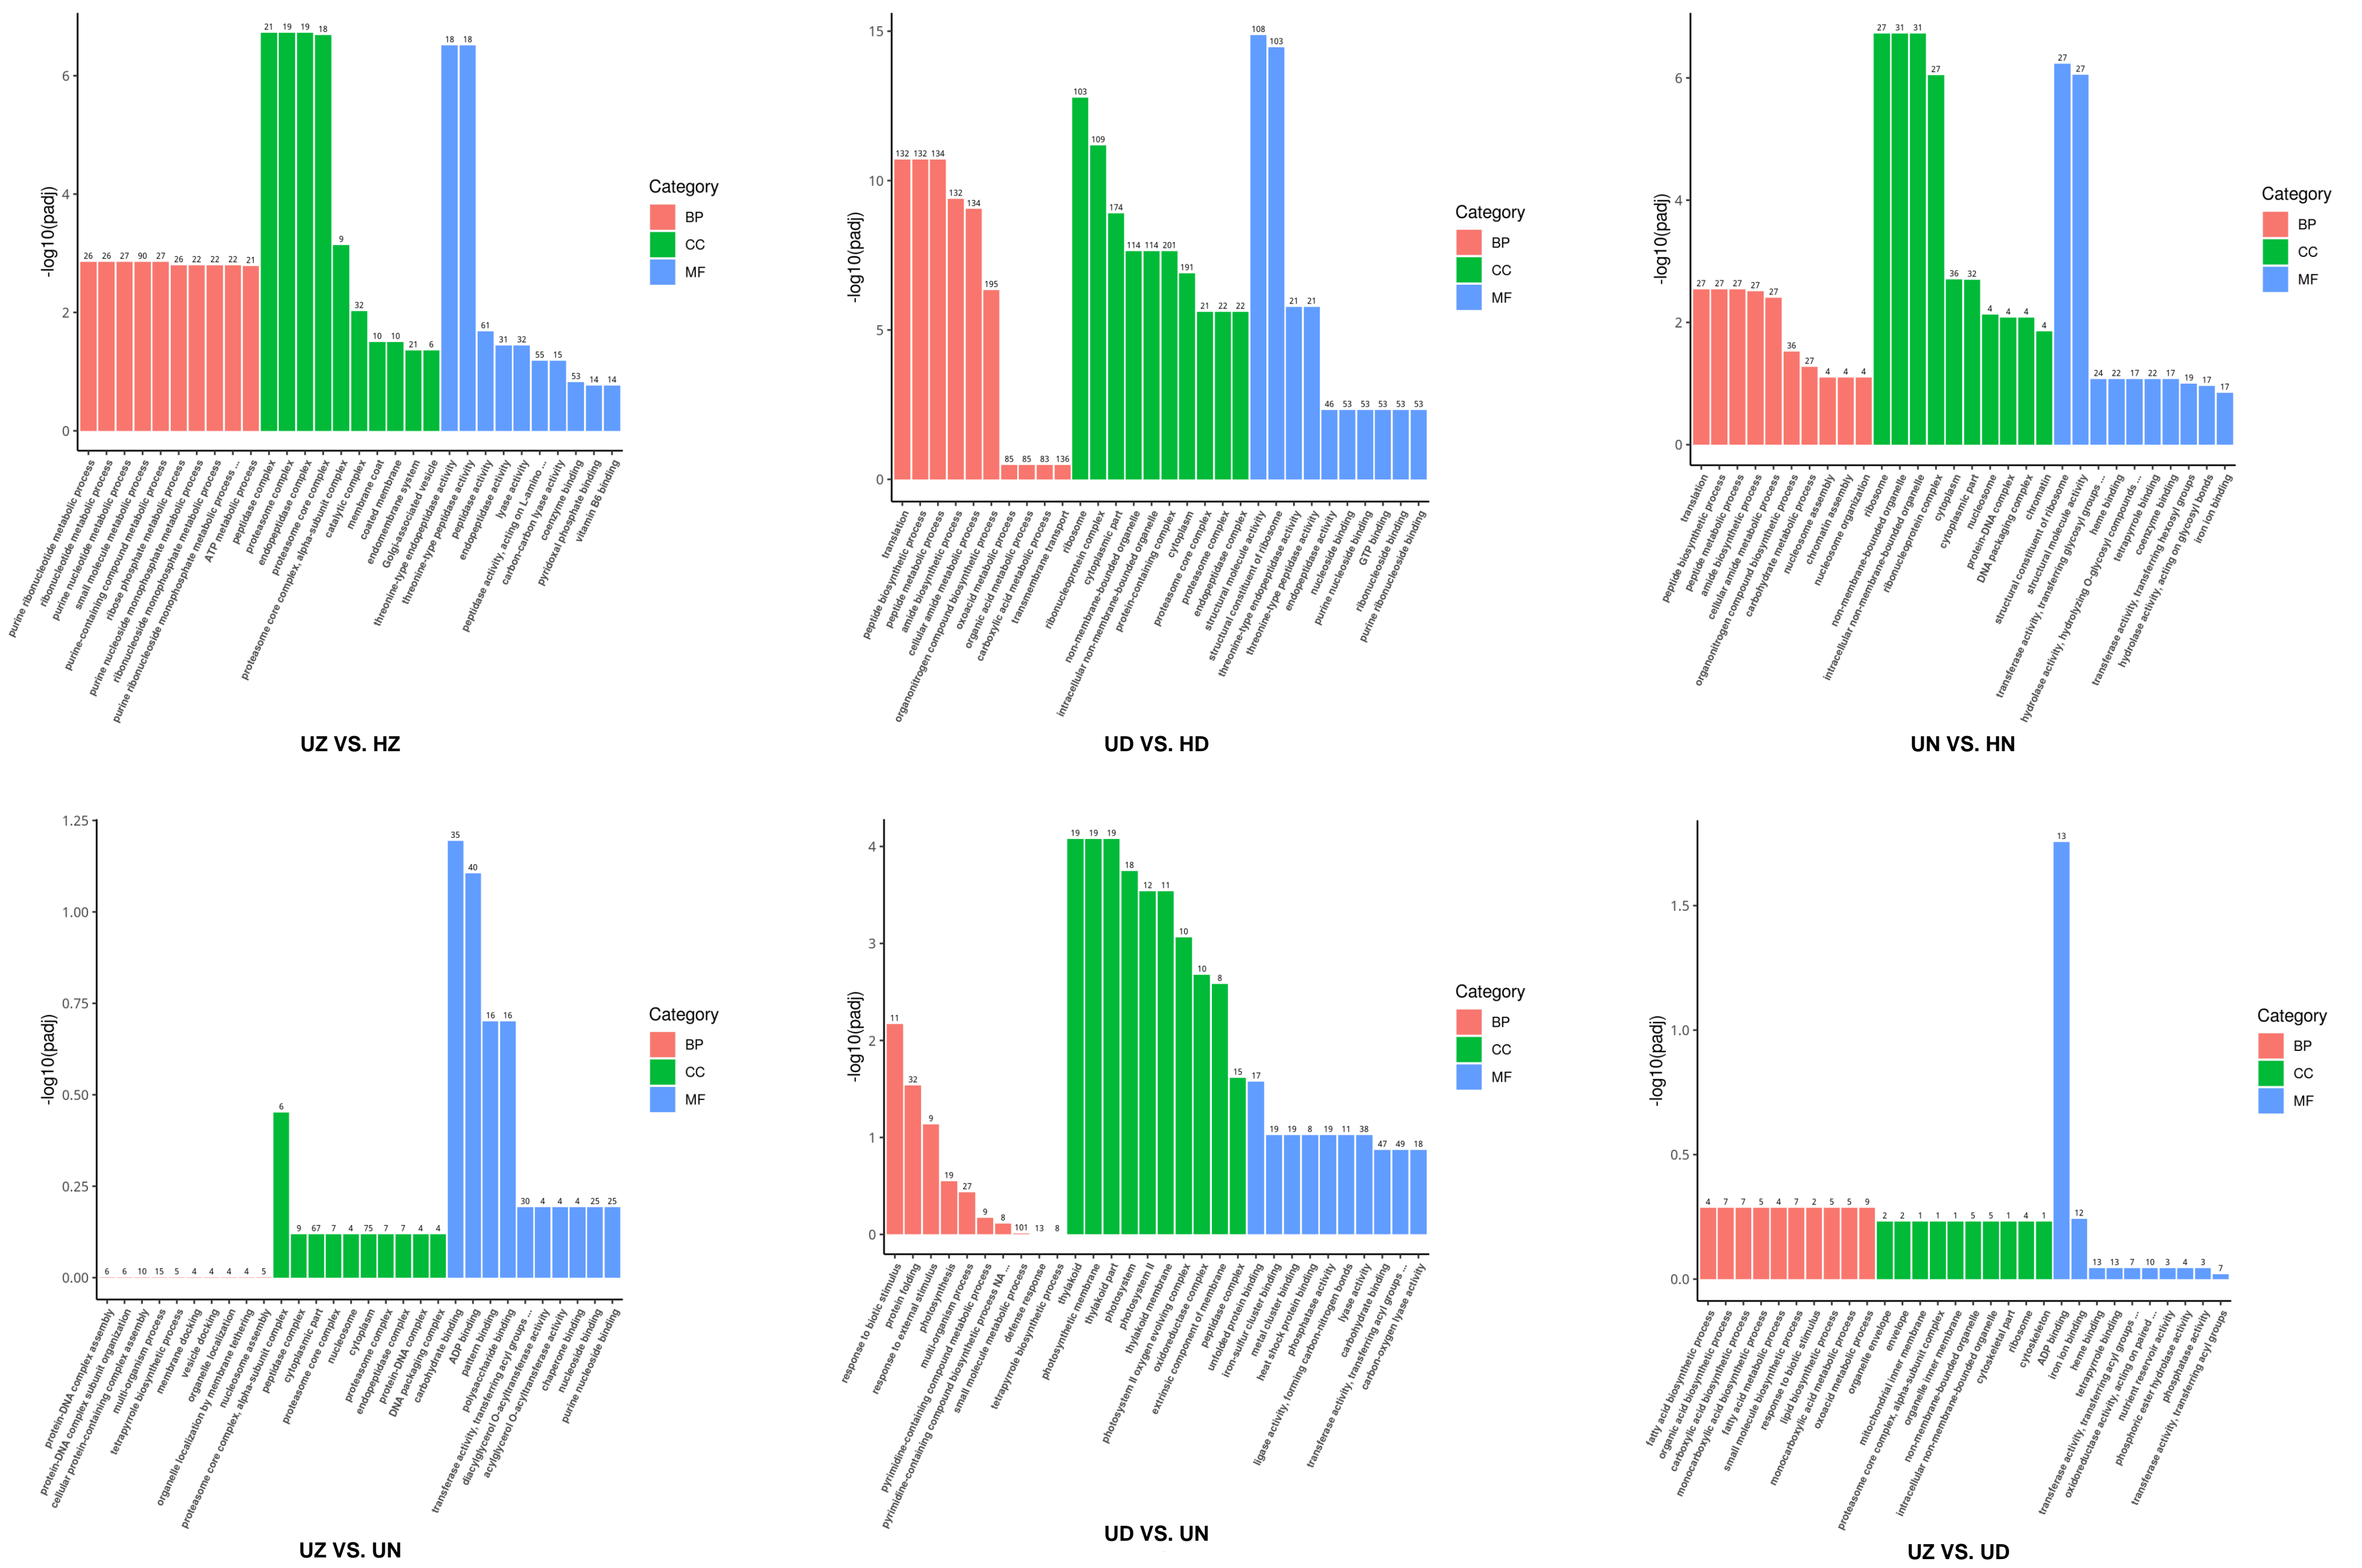

B

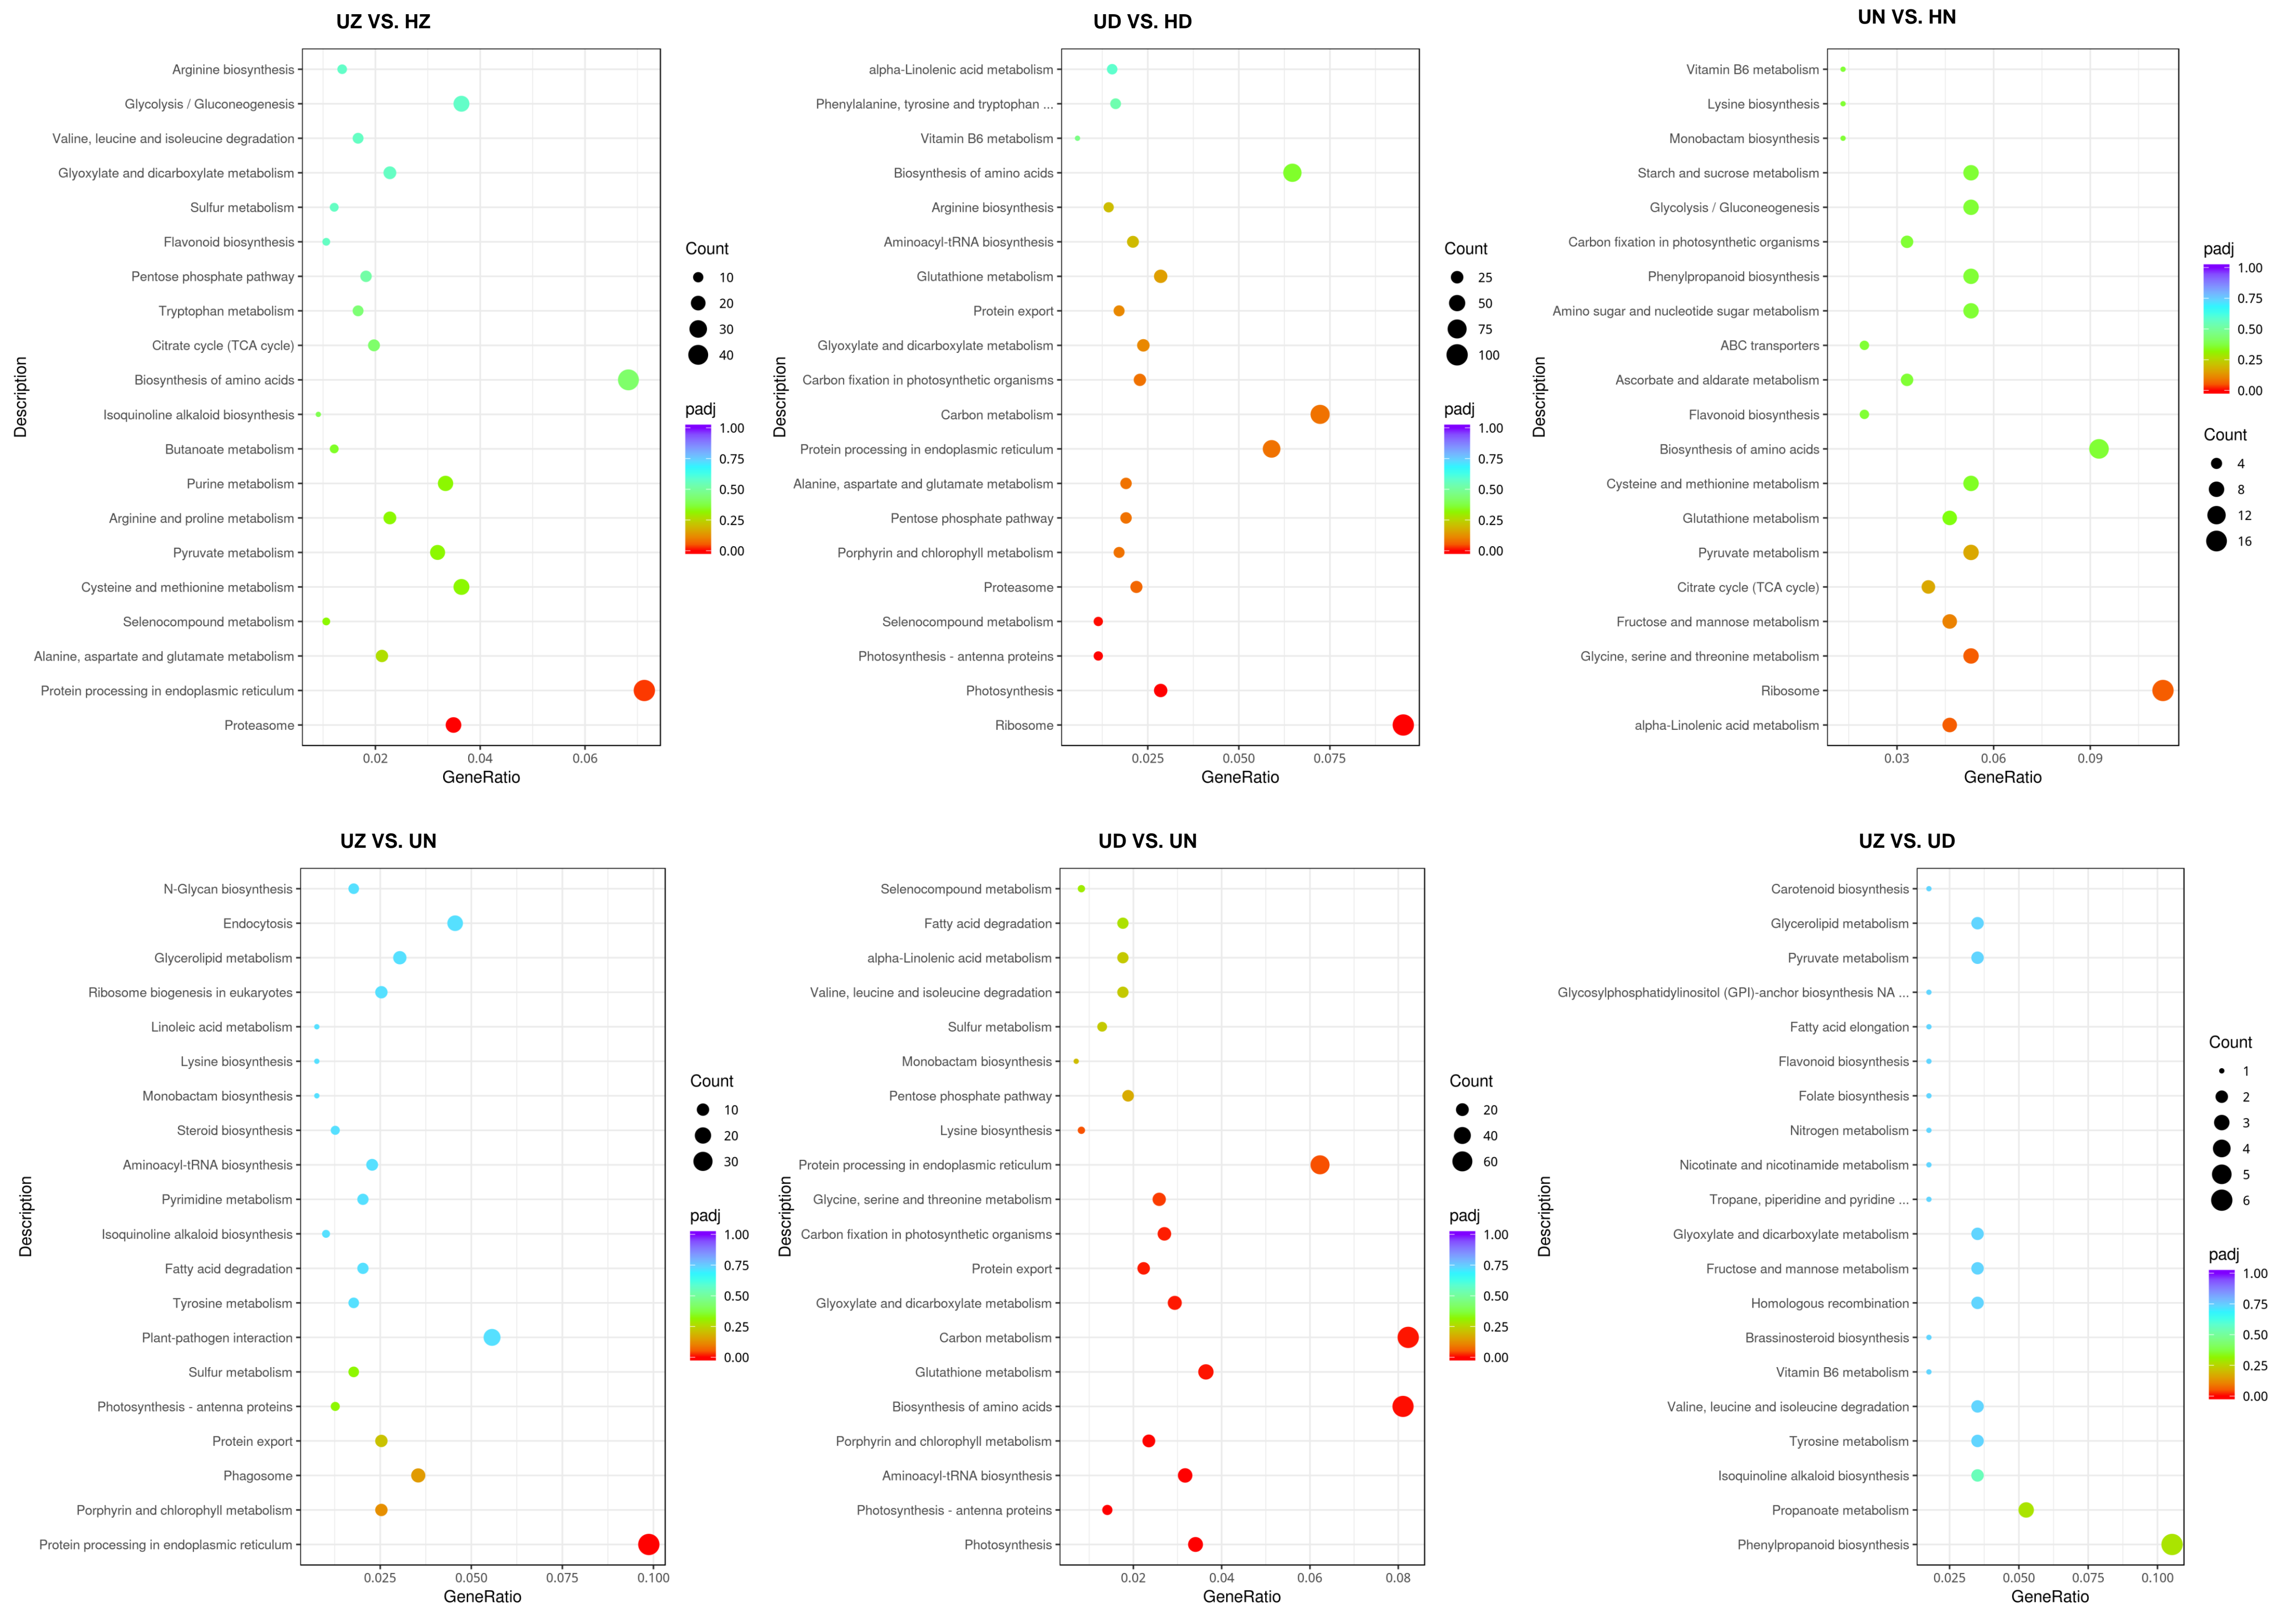

Figure S1. Function analysis of all DEGs in 6 groups.  
 A: Gene ontology function enrichment response to BaYMV disease.  
 B: KEGG pathway enrichment response to BaYMV disease.

# Supplementary material for: Molecular insights into the responses of barley to yellow mosaic disease through transcriptome analysis
**Source:** BMC Plant Biol. 2023 May 19;23:267. doi: 10.1186/s12870-023-04276-x
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Alignment of the region with the barley genome.

Table S1. Alignment of the region with the barley genome.

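Table S1 divides the aligned sequence of each library by where it lies on the genome, on exons, on introns or between genes. Its numbers are far above the mapped reads of Table 2, as numbers of bases would be. Reads from mature mRNA lie on exons, reads from unspliced RNA also on introns, and reads between genes come from RNA or DNA outside the annotated genes. The FPKM describe reads counted on genes, so reads between genes do not enter them. The alignments behind Table S1 were not analysed here.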

| sample | exon          | exon_per | intron      | intron_per | intergenic  | intergenic_per |
|--------|---------------|----------|-------------|------------|-------------|----------------|
| UZ1    | 5,770,606,120 | 91.49%   | 93,393,554  | 1.48%      | 443,330,574 | 7.03%          |
| UZ2    | 5,628,199,013 | 90.95%   | 102,684,123 | 1.66%      | 457,622,616 | 7.39%          |
| UZ3    | 4,881,419,909 | 90.61%   | 97,188,216  | 1.80%      | 408,521,139 | 7.58%          |
| HZ1    | 5,858,259,829 | 90.89%   | 106,548,118 | 1.65%      | 480,389,022 | 7.45%          |
| HZ2    | 5,946,566,489 | 90.98%   | 109,742,539 | 1.68%      | 479,549,949 | 7.34%          |
| HZ3    | 5,863,284,357 | 90.63%   | 112,057,053 | 1.73%      | 494,106,180 | 7.64%          |
| UD1    | 5,738,732,645 | 90.85%   | 103,074,789 | 1.63%      | 474,660,639 | 7.51%          |
| UD2    | 5,602,231,091 | 91.18%   | 106,774,455 | 1.74%      | 435,022,592 | 7.08%          |
| UD3    | 6,603,566,694 | 90.57%   | 127,795,901 | 1.75%      | 559,800,697 | 7.68%          |
| HD1    | 6,170,259,077 | 91.66%   | 104,076,463 | 1.55%      | 457,168,359 | 6.79%          |
| HD2    | 6,542,870,556 | 90.00%   | 138,626,594 | 1.91%      | 588,344,934 | 8.09%          |
| HD3    | 6,652,227,773 | 90.40%   | 148,629,624 | 2.02%      | 557,927,410 | 7.58%          |
| UN1    | 5,936,810,214 | 91.38%   | 99,847,512  | 1.54%      | 459,835,294 | 7.08%          |
| UN2    | 6,126,245,031 | 91.45%   | 102,371,729 | 1.53%      | 470,697,932 | 7.03%          |
| UN3    | 5,993,608,855 | 91.11%   | 108,127,521 | 1.64%      | 476,675,690 | 7.25%          |
| HN1    | 5,836,024,708 | 91.03%   | 108,468,075 | 1.69%      | 466,585,067 | 7.28%          |
| HN2    | 5,772,324,678 | 89.59%   | 146,005,780 | 2.27%      | 524,479,528 | 8.14%          |
| HN3    | 6,048,101,142 | 90.92%   | 123,930,074 | 1.86%      | 480,254,020 | 7.22%          |

# Supplementary material for: Molecular insights into the responses of barley to yellow mosaic disease through transcriptome analysis
**Source:** BMC Plant Biol. 2023 May 19;23:267. doi: 10.1186/s12870-023-04276-x
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. Primers used in this study.

Table S2. Primers used in this study.

| Gene                         | Primer                    |
|------------------------------|---------------------------|
| <i>GADPH</i> -F              | GTGAGGCTGGTGCTGATTACG     |
| <i>GADPH</i> -R              | TGGTGCAGCTAGCATTGAGAC     |
| $\alpha$ - <i>Tubulin</i> -F | AGTGTCTGTCCACCCACTC       |
| $\alpha$ - <i>Tubulin</i> -R | AGCATGAAGTGGATCCTTGG      |
| qBaYMV-F                     | AACAATGGCACCTCAGACAAGCAT  |
| qBaYMV-R                     | CCTTCGGAGTCCACCATTTCATTCG |
| qBaMMV-F                     | TGGCATCACCGACGACGAGAA     |
| qBaMMV-R                     | CTGAGACCGCCATTGACTTCCATAG |
| HORVU3Hr1G086200-F           | TCATCTTCGGTGAATGGTGGTTGTC |
| HORVU3Hr1G086200-R           | TGTCTTTGGCGGAGCAGTCGTA    |
| HORVU4Hr1G000280-F           | GAGGAGACGGAGTGCTGCTCTT    |
| HORVU4Hr1G000280-R           | CCTTGTCGCCTTCCAATGAATCAGA |
| HORVU2Hr1G106920-F           | ACCGACAGTGTCATCGTCAACCT   |
| HORVU2Hr1G106920-R           | TGCCTCCTCCTTCTCCACCTCT    |
| HORVU2Hr1G012980-F           | CGAGAAGACGACGACACGGTAAC   |
| HORVU2Hr1G012980-R           | GCACGGACCAAGCAAGTGATGT    |
| HORVU3Hr1G052710-F           | TTCTGAGCCGCTGACCAACA      |
| HORVU3Hr1G052710-R           | GATGCACCCGACGCCGACAA      |
| HORVU1Hr1G009920-F           | CACCGACATCATCCATGACCCC    |
| HORVU1Hr1G009920-R           | GCGGAGCACCTGCACCACCA      |
| HORVU5Hr1G065330-F           | GGGTACATCGCGTCGTGGCT      |
| HORVU5Hr1G065330-R           | GTGCATTCTTCGGGTCATCTGG    |
| HORVU3Hr1G041160-F           | CTTGAGGATAATATCTTCCGAATC  |
| HORVU3Hr1G041160-R           | GGCCCTTGTTAGCATCTTTG      |

How the deposited data were processed for this re-analysis (not part of the article)

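RNA of 18 barley samples was sequenced by the authors, 3 libraries for each of the 6 groups UZ, UD, UN, HZ, HD and HN. Samples were grouped by cultivar and field as their names give them, and no sample was left out. According to the paper, clean reads were aligned to the barley genome with HISAT2, reads per gene were counted with featureCounts, and the FPKM of each gene was calculated by the authors from its length and its count. The deposited FPKM table holds 43050 genes and 1 column for each library, and neither gene names nor descriptions. The genome build is not given in the sources used here.

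The reads behind the deposited FPKM were recovered from the table itself. An FPKM is proportional to a whole number of reads and is divided by the gene's length and by a number for the library, so that low values fall on steps of 1 read. The largest divisor at which reads and lengths came out whole was taken. All 389246 values above 0 were whole within 0.01 of a read, and lengths were whole for 27996 of 28007 genes. In simulated tables of known reads, 99.8% of 378321 values and 98.0% of the lengths of 27389 genes were recovered. The recovered reads ranged from 13652959 to 18235155 per library, 0.420 to 0.429 times the uniquely mapped reads of the paper's Table 2. The paper defines FPKM by fragments, so a recovered read is the unit that was counted and may be a pair of reads. The divisor was 0.768 to 1.36 times the library's reads, and the median-of-ratios factor of the deposited FPKM was 1.01 in each of the 18 libraries, so a scaling between libraries was already in the values. On a gene of 2000 bp, 1 read was worth 0.0213 to 0.0395 FPKM. Reads are not independent molecules, and this limit covers counting error only.

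The main test was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend) on log2(FPKM + 1) of the 6 libraries of each comparison. The 16353 genes with an FPKM of at least 1 in at least 3 of 18 libraries were tested. Genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1 were called. The paper's DESeq2 test on counts was not used here. Beside the 6 comparisons of the paper, the 3 comparisons of cultivars in the healthy field and 3 differences of responses between cultivars (12 libraries each) were tested. The test was run on simulated data of 16353 genes, 200 of them changed 4-fold. With the spread of UZ vs. HZ it recovered 116 of them with 8 false calls, with that of UD vs. HD 104 with 3, and with that of UN vs. HN 128 with 3. The simulated genes varied independently of each other, without deviations shared by many genes of a library. These numbers therefore do not show how many changes the test finds or misses in the real libraries. Single genes were also compared by exact permutation tests (two-sided), which cannot give a p below 0.1 with 3 libraries against 3.

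Clusters were formed from group means by Euclidean distance and complete linkage. Libraries were not paired by their number.

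The comparisons, the test, the alternatives and the rule for naming genes were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter, median-of-ratios scaling, a single fit over all 18 libraries, no trend, the replicate number as a block, and each library left out in turn. For the clusters they were another distance and linkage, single libraries and all genes tested. Limma-voom on the recovered reads (with each library's divisor as its size) and scaling by the total of the recovered reads were added after the data were seen. The rule named every gene that the paper names by its identifier, and in each comparison the called genes with the largest rise and fall whose libraries did not overlap between the groups. At most 2 rising and 2 falling genes of the second kind are printed for a result, since the files do not pair their identifiers with names. The values in the paper's figures had been seen when the rule was written. A gene table with 58438 entries held 0 of the identifiers of the deposited table. The planned tests of gene classes, and those of eIF4E, PDIL5-1 and the reference genes of the qRT-PCR, were therefore not run. GO and KEGG terms, virus levels, unmapped reads and qRT-PCR values were not analysed here. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and data.table 1.17.8.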

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

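Of the tests in this part, limma-voom on the recovered reads, scaling by the total of the recovered reads and the count of genes still called under it were chosen only after the results were seen; the splits of the libraries, the comparison of directions and the other alternatives were planned.

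The change from the healthy to the diseased field differed between Dan 2 and Nongke 1–6 at 347 genes by a direct test of the difference (limma, Benjamini-Hochberg), higher in Dan 2 at 246 and lower at 101. A difference between groups drew attention to this result. Other divisions of the same libraries by field within each cultivar gave as many genes in 7 of 100 splits, the real one included, so chance cannot be excluded. Many of these splits keep the real division of 1 cultivar and thereby contain its response to the field. The number depended on the scale and on the test. It was 1104 with library totals (1052 higher and 52 lower), 188 with a pseudocount of 0.1 and 9 in the fit over all 18 libraries. With 1 library left out, it was 595 without UD1 (227 lower), 219 without HD2, 202 without HD3, 210 without UN3, 150 without HN2, 147 without HN3, 139 without UN2, 136 without HD1 and 127 without HN1, and without UD2 55 genes were lower. Limma-voom called 0 genes, with 3268 at an unadjusted p below 0.05, against 3727 with limma. An effect of the scaling between libraries that the deposited FPKM already carry cannot be told apart from a difference in the response. With library totals 100% of the 246 genes and 35.6% of the 101 were still called, but library totals also raised the median difference of all genes from 0.0152 to 0.39. Such a shift keeps the first and loses the second whatever the cause, and no value here decides which scale is right. The virus load, the cultivar and the field were not varied separately, so a biological difference in the response stays open as well.

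Between Zaoshu 3 and Nongke 1–6 the difference of the changes was called at 2 genes, both lower in Zaoshu 3, and at 0 with limma-voom (2687 genes at an unadjusted p below 0.05, against 2910 with limma). Other divisions gave as many in 15 of 100 splits, the real one included, so chance cannot be excluded. As for Dan 2, splits that keep the real division of 1 cultivar contain its response to the field. This share is therefore no clean measure of chance. Both genes, HORVU1Hr1G070780 and HORVU2Hr1G124230, were at 0 in every library of UN and HN, so no fall could be seen there. With a pseudocount of 0.1 the test called 0 genes (smallest adjusted p 0.0844). Without UZ1 it called 1467 genes. The low number could rest on UZ1, since the other libraries left out in turn gave 1 to 5 genes (1 without UZ2 and without HN3, 4 without HZ2, 5 without UN3, and 1 higher and 2 lower without UZ3). Between Zaoshu 3 and Dan 2, limma and limma-voom called 0 genes (1459 and 1282 at an unadjusted p below 0.05). With 0 genes in the real split, all 100 splits gave at least as many by definition, so this count decides nothing about chance. Limma called 6 genes there without UD1, 3 without HZ2, and 1 each without UZ1, UZ3 and UD2.

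The cultivars also differed in the healthy field, in libraries that the paper compares only with the diseased field. Limma called 1060 genes in HZ vs. HN (614 higher and 446 lower), 410 in HD vs. HN (203 and 207) and 272 in HZ vs. HD (132 and 140). In each of the 3 comparisons, only the real split of 10 gave as many genes. This is the smallest share that 3 libraries against 3 allow, so the share alone cannot exclude chance. The other splits gave at most 1 gene in HD vs. HN and 0 in HZ vs. HN and HZ vs. HD. Limma's smallest adjusted p lay between 1.4e-06 (HZ vs. HN) and 4.3e-05 (HZ vs. HD). These p-values argue against chance, although they rest on limma's model of the spread. The low counts in the other splits are not a second argument, since splits that mix differing groups gain spread. With library totals, 1037, 372 and 253 genes were called. With 1 library left out, these counts moved by more than 1.5 times in HZ vs. HN without HN1 (398 higher) and in HZ vs. HD without HZ1 (170 genes, 76 lower) and without HZ3 (168 genes, 74 lower). Of the 147 DEGs in UZ vs. UD, 97.3% changed in the same direction in HZ vs. HD, and 105 were called in both. Across all 16353 genes, Spearman's rho between both sets of log2 fold changes was only 0.196. For the 147 DEGs, the shared direction goes with differences between the cultivars that are present without the disease. For the up-regulated DEGs of UZ vs. UD, 67 were also up-regulated in HZ vs. HD, against 0.638 if the calls were independent. Cultivar differences in expression and differences in sequence from the reference genome, which would change how many reads map, were not told apart by any value here.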

How the results depend on the processing

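Of the alternatives in this part, limma-voom on the recovered reads and library totals as the scale were chosen only after the data were seen, and the number of called qRT-PCR genes was taken as a summary then; the others were planned.

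The 17 results compared here are the 9 numbers of DEGs, the 3 differences of responses, 3 overlaps, the clusters and the number of qRT-PCR genes called. Without an intensity trend, all 17 stayed within 1.5 times their main value. Median-of-ratios scaling moved none of them either, but it gave the same factor in each library and shows nothing about stability. The alternatives set beforehand for the gene class tests were not run, since the classes could not be formed.

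Without a filter, UZ vs. HZ held 105 DEGs, UD vs. HD 1436, UZ vs. UN 373, UD vs. UN 1076 and UZ vs. UD 79. The responses differed at 5 genes between Zaoshu 3 and Nongke 1–6 and at 210 between Dan 2 and Nongke 1–6. DEGs common to the 3 comparisons of the diseased field were 0 (limma), those common to UZ vs. HZ and UD vs. HD were 38, and 1 qRT-PCR gene was called. The cause was not tested, and a larger number of tests alone would not explain the rise to 5 genes.

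In the fit over all 18 libraries, UZ vs. HZ held 1514 DEGs, UN vs. HN 59, UZ vs. UN 1652, UZ vs. UD 298 and HZ vs. HD 441. The responses differed at 6, 9 and 3 genes (Zaoshu 3 with Nongke 1–6, Dan 2 with Nongke 1–6, Zaoshu 3 with Dan 2). DEGs common to the comparisons with the healthy field were 26, and to those of the diseased field 7. DEGs shared by UZ vs HZ and UD vs HD, not in UN vs HN, were 1010 in the fit over all 18 libraries (504 up-regulated and 506 down-regulated). The cause was not tested.

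With the replicate number as a block, UZ vs. HZ held 0 DEGs (limma; 4684 at an unadjusted p below 0.05), UD vs. HD 1579, UZ vs. UN 228, UD vs. UN 735, UZ vs. UD 17 and HZ vs. HD 110. The responses differed at 1 and 143 genes from Nongke 1–6, common DEGs were 0 in the diseased field and 0 for UZ vs. HZ and UD vs. HD, and 0 qRT-PCR genes were called. Of 40 calls of a named gene in a comparison, 16 were not made with the block. Deviations of libraries with the same number from their group means had no common sign, with correlations from -0.460 to 0.320 over 9 comparisons. They were 0.255 and 0.256 for numbers 1 and 2 of UZ and UD and -0.273 for number 3. Whether the numbers mark a shared part of the field is not given, so these values do not show which fit is the better one.

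With a pseudocount of 0.1, the responses differed at 0 genes between Zaoshu 3 and Nongke 1–6 (limma; 2804 at an unadjusted p below 0.05) and at 188 between Dan 2 and Nongke 1–6, and 3 DEGs were common in the diseased field. Limma-voom gave 0, 0 and 2 for these (2687 and 3268 genes at an unadjusted p below 0.05 for the responses), and called 4 qRT-PCR genes. With library totals, UZ vs. HZ held 492 DEGs (279 up-regulated and 213 down-regulated), the responses of Dan 2 and Nongke 1–6 differed at 1104 genes, 0 DEGs were common in the diseased field, and 1 qRT-PCR gene was called. Over the 16538 genes then tested, the median log2 fold change was 0.24 in UZ vs. HZ, 0.41 in UD vs. HD, 0.26 in UZ vs. UN and 0.36 in UD vs. UN, where it lay between -0.00402 and 0.0136 on the deposited scale. For the differences of responses it was 0.20 (Zaoshu 3 with Nongke 1–6), 0.39 (Dan 2 with Nongke 1–6) and -0.17 (Zaoshu 3 with Dan 2), against -0.00806, 0.0152 and -0.00307. In the other 5 comparisons it stayed within 0.1 of 0 on both scales. Other causes were not tested.

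Of the paper's 3 pairs of groups in the clusters, 1 was found over all genes tested and 0 with the libraries one by one. All 3 were found with the other distance and linkage.

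With each library left out in turn, UZ vs. HZ held 0 to 2548 DEGs, UD vs. HD 1183 to 2190, UN vs. HN 0 to 2, UZ vs. UN 311 to 2765, UD vs. UN 1067 to 2011, UZ vs. UD 39 to 190, HZ vs. HN 776 to 1156, HD vs. HN 306 to 411 and HZ vs. HD 168 to 311. The highest numbers for UZ vs. HZ and UZ vs. UN were those without UZ1. The differences of responses ranged from 1 to 1467, from 127 to 595 and from 0 to 6 genes. The overlaps ranged from 0 to 0 for the comparisons with the healthy field, from 0 to 7 in the diseased field and from 0 to 1426 for UZ vs. HZ and UD vs. HD. Between 1 and 3 pairs of groups clustered together (1 without UN2) and 1 to 3 qRT-PCR genes were called. Groups of 2 libraries have fewer degrees of freedom.

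For the 29 genes named, 66 values of a gene in a comparison were followed. Of these, 65 were tested in the main analysis and 40 were called. With 1 library left out, 308 of 390 values kept their direction and their side of the thresholds, 70 lost the call, 8 gained it and 4 changed sign. The last were HORVU4Hr1G073930 in UZ vs. HZ (0.00672 without UZ3) and in UN vs. HN (-0.0984 without UN2 and -0.0754 without HN2), and HORVU0Hr1G019300 in UN vs. HN (-0.0139 without UN1). The furthest values in the other direction were -0.487 for HORVU4Hr1G073930 in UZ vs. HZ (without UZ1), 0.114 for HORVU4Hr1G073930 in UN vs. HN (without UN1) and 0.158 for HORVU0Hr1G019300 in UN vs. HN (without UN3). Under library totals HORVU4Hr1G073930 changed sign in UZ vs. HZ (0.15). None of these genes was called in the comparison named. Without a filter 12 of the 40 calls were lost, with limma-voom 10 and with library totals 4.

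At this depth, 1 read on a gene of 2000 bp was 0.0213 to 0.0395 FPKM. For genes with few reads, such as HORVU6Hr1G008730 in UN (1 read over 3 libraries), a difference from 0 was not detectable.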

Differences from the paper's values

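Tests chosen only after the results were seen are limma-voom on the recovered reads and library totals as the scale; the other alternatives named were set before the data were examined. The paper's DEGs came from DESeq2 on counts, while the values here come from limma on log2(FPKM + 1).

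In UZ vs. HZ, 286 up-regulated and 477 down-regulated DEGs were called, where the paper's values are 1936 and 2235. In UD vs. HD, 1290 up-regulated and 1145 down-regulated DEGs were called, where the paper's values are 2338 and 2040. In UN vs. HN, 0 up-regulated and 0 down-regulated DEGs were called, where the paper's values are 464 and 75. In UZ vs. UN, 323 up-regulated and 334 down-regulated DEGs were called, where the paper's values are 2052 and 2528. In UD vs. UN, 939 up-regulated and 1067 down-regulated DEGs were called, where the paper's values are 1903 and 1904. In UZ vs. UD, 79 up-regulated and 68 down-regulated DEGs were called, where the paper's values are 340 and 576. For UD vs. HD, a pseudocount of 0.1 gave 1666 and 1382, within 1.5 times of both of the paper's values, and the fit over all 18 libraries gave 1374 down-regulated genes, within 1.5 times. For UD vs. UN, a pseudocount of 0.1 gave 1324 down-regulated genes, within 1.5 times. No other alternative set beforehand reached 1.5 times of these values, and none did for the other 4 comparisons (limma called 0 genes in UN vs. HN, limma-voom also 0; 3155 and 3244 had an unadjusted p below 0.05). Limma-voom, chosen after seeing the values, gave 1561 and 1492 in UD vs. HD, within 1.5 times of both, and dropped 2 of the 8 genes named by the paper that the main test called there; in UD vs. UN it gave 1360 down-regulated genes, within 1.5 times, and dropped 2 of 7. Library totals, chosen after seeing the values, gave 3153 up-regulated genes in UD vs. HD and 1996 in UD vs. UN, within 1.5 times, and dropped 2 of 8 and 2 of 7 of the genes named by the paper.

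Of DEGs common to UZ vs. HZ, UD vs. HD and UN vs. HN, 0 were up-regulated and 0 down-regulated (limma; limma-voom also 0), where the paper's values are 172 and 44. Of DEGs common to UZ vs. UN, UD vs. UN and UZ vs. UD, 0 and 1 were found, where the paper's values are 71 and 41 (limma-voom gave 2 and 0). At an unadjusted p below 0.05, UN vs. HN held 3155 genes. DEGs common to UZ vs. HZ and UD vs. HD, but not to UN vs. HN, were 199 and 222, where the paper's values are 1235 and 1262. No alternative set beforehand came within 1.5 times of these.

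DEGs of a single comparison were 87 up-regulated and 255 down-regulated in UZ vs. HZ, where the paper's values are 674 and 963; without UZ1, 723 down-regulated genes were found, within 1.5 times. They were 0 and 0 in UN vs. HN (limma, as limma-voom), where the paper's values are 168 and 12, and no alternative set beforehand came within 1.5 times of these. They were 99 and 118 in UZ vs. UN, where the paper's values are 670 and 923; without UZ1, 544 and 711 were found, within 1.5 times. In UD vs. UN, 876 were down-regulated, where the paper's value is 570; within 1.5 times of it were 423 without a filter, 620 in the fit over all 18 libraries, and 526, 499, 701, 424 and 444 without UD2, UD3, UN1, UN2 and UN3. Library totals, chosen after seeing the values, gave 464 there, within 1.5 times, and dropped 2 of the 7 genes named by the paper that the main test called in UD vs. UN. They were 47 and 42 in UZ vs. UD, where the paper's values are 136 and 264, with no alternative set beforehand within 1.5 times. No other alternative set beforehand reached these values.

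The paper ranks UZ vs. HZ first by down-regulated DEGs; here UD vs. HD held 1145 and UZ vs. HZ 477, and with UZ1 left out, UZ vs. HZ held 1446. The paper's order for up-regulated DEGs, with UD vs. HD first and UN vs. HN last, was also found here.

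The paper lists the 8 qRT-PCR genes as DEGs; in the comparisons of its Fig. 5, 2 were called here, HORVU1Hr1G009920 (-1.76) and HORVU3Hr1G041160 (-1.44). The mean FPKM of all 8 moved in the direction the paper gives. Their ratios of mean FPKM lay within 1.5 times of the RNA-Seq values of Fig. 5. Those values come from the same libraries, so this is not independent evidence, and the qRT-PCR values of Fig. 5 were not compared. Other settings called some of the rest: HORVU4Hr1G000280 with a pseudocount of 0.1 (-2.91) and with limma-voom (-4.97, chosen after seeing the values), HORVU3Hr1G086200 without UN1 (-1.72), HORVU2Hr1G012980 without UZ1 (1.87), and HORVU5Hr1G065330 in the fit over all 18 libraries (-1.28) and with limma-voom (-1.42, chosen after seeing the values). Limma-voom also called the 2 genes of the main test, library totals did not call HORVU3Hr1G041160 (-0.92).

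The paper describes the PR genes HORVU5Hr1G051970 and HORVU7Hr1G122100 as the most significantly changed, in its account of disease resistance genes. That class was not formed here, so the ranking within it was not tested. By p-value among all 16353 genes, another ranking, they were at places 187 and 2198 in UZ vs. HZ and 1287 and 1726 in UD vs. HD. HORVU7Hr1G122100 was not called in UZ vs. HZ (2.56), but was in the fit over all 18 libraries (2.56) and without UZ1 (2.87). Both genes were up-regulated in UD vs. HD, and HORVU5Hr1G051970 also in UZ vs. HZ. Limma-voom, chosen after seeing the values, called neither gene in UD vs. HD (9.57 and 5.75) and did not call HORVU5Hr1G051970 in UZ vs. HZ (7.65). Without a filter, HORVU5Hr1G051970 was not called in UZ vs. HZ, nor HORVU7Hr1G122100 in UD vs. HD.

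The paper describes the CAT genes HORVU6Hr1G008640 and HORVU6Hr1G008730 as highly expressed in both susceptible cultivars. Both had higher mean FPKM in UZ and UD than in UN. HORVU6Hr1G008640 was called in UD vs. HD and UD vs. UN, though in neither without a filter, and HORVU6Hr1G008730 in none of the comparisons. The former was called in UZ vs. HZ without UZ1 (3.35), and in UZ vs. UN without UZ1 (4.63) and in the fit over all 18 libraries (3.46). The latter was called in UZ vs. UN without UZ1 (3.20), and in UD vs. HD and UD vs. UN with a pseudocount of 0.1 (3.61 and 3.94) and with library totals (1.71 and 1.79, chosen after seeing the values).

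The paper gives the GR gene HORVU4Hr1G073930 as higher in UN than in the susceptible cultivars. Its mean FPKM was higher in UN than in UZ and UD, but only UD vs. UN was called (-1.31), and UZ vs. UN was not (-0.68). With library totals UD vs. UN was not called either (-0.88). The paper gives the GST genes HORVU2Hr1G063460 and HORVU0Hr1G019300 as the most down-regulated and the most up-regulated, in susceptible or in resistant plants. Neither was called in UN vs. HN (-0.95 and 0.09). In UZ vs. HZ, HORVU2Hr1G063460 was called (-2.20, not without a filter) and HORVU0Hr1G019300 was not (3.16), though it was in the fit over all 18 libraries (3.16) and without UZ1 (4.27). In UD vs. HD both were called (-2.37 and 5.18), in the directions the paper gives. In UD vs. UN, HORVU2Hr1G063460 was called only in the fit over all 18 libraries (-1.29).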

Other observations

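Of the tests in this part, limma-voom and library totals as the scale were chosen only after results were seen, and those of a shallower library, a lower virus load, expression started by the disease, a single other cultivar as the source and genes of a single library, and the levels that define these genes, were chosen only after the pattern of UZ1 had been seen; the other tests were planned before their own results were seen, but the limits at which some of them count against an explanation were set afterwards.

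UZ1 lay nearer to healthy Zaoshu 3 than the other libraries of UZ. Over the genes tested, its Pearson correlation was 0.940 with HZ and 0.920 with UZ2 and UZ3. On the score of the genes of UD vs. HD, UZ1 reached 31.2% of the difference between UD and HD, UZ2 76.1% and UZ3 87.2%. This pattern is a hypothesis taken from the same data. A wrong cultivar is not likely, since at 77.9% of the 136 genes that set healthy Zaoshu 3 apart UZ1 was nearest to healthy Zaoshu 3, against 90.4% in UZ2 and 87.5% in UZ3. The limit of 50% stands alone here because a further condition, a share no lower than in UZ2 or UZ3, was dropped after this value had been seen; with that condition the test would not have decided. A swap with a library of HZ would need a HZ library at the level of UZ2 and UZ3, and the highest of them reached 8.74%. A shallower library would hold clearly fewer reads, but UZ1 held 15606567, more than UZ2 and UZ3.

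Healthy leaf mixed into the sample of UZ1 cannot be told apart from a weaker disease. UZ1 lay at a median of 55.0% of the way from HZ to UZ2 and UZ3 at genes that fell in UD vs. HD and of 16.4% at genes that rose, on the linear scale and over genes that also changed more than 2-fold in UZ2 and UZ3. When UZ2 or UZ3 stood in for UZ1, the shares at rising and falling genes were 125% and 105%, and 169% and 120%. UZ1 is then part of the reference, so these values do not show what gap an ordinary library would give. Whether the gap in UZ1 speaks for or against healthy leaf was therefore not decided. A lower virus load in UZ1 would be consistent with the paper's Table 2, where 6.52% of its reads did not map to barley, below each library of UZ and UD. The unmapped reads themselves were not analysed here, so what they hold stays open.

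UZ1 also held genes that were at about 0 in healthy Zaoshu 3. Of 95 such genes, at an FPKM of at least 2 in every library of another healthy cultivar and below 0.1 in each library of HZ, 35 were at an FPKM of at least 0.5 in UZ1, 1 in UZ2 and 1 in UZ3. Expression started by the disease is unlikely as the cause, since UZ2 and UZ3, with the stronger response, held no more than 1.05% of these genes at that level. By any read the contrast was smaller: 47 of the 95 genes had none in UZ1, 83 in UZ2 and 75 in UZ3. In the libraries of HZ, 72 to 91 had none. RNA of Dan 2 or Nongke 1–6 mixed into UZ1 would bring the genes expressed in both, and 55.6% of 9 such genes had any read in UZ1, against 0% in UZ2, 11.1% in UZ3 and 0% to 22.2% in the libraries of HZ. This excess goes with such RNA, and the 4 genes without a read go against it, so it cannot be told apart here whether some was mixed in. Of the genes of HD alone, 10 of 14 had reads in UZ1, at a median of 17.7% of their level in HD, against 0 in UZ2 and 1 in UZ3. The excess was weaker at the genes of HN alone, where 14 of 35 had reads in UZ1, at a median of 0%, against 6 in UZ2 and 8 in UZ3. As the only other source, neither cultivar is likely: of 30 genes expressed in HD and at about 0 in HZ, 9 had no read in UZ1, where a single share of any library of HD or UD would leave 0.457 to 1.35 by counting error, and of 74 such genes of HN, 42 had none, against 1.64 to 3.70. A share of 2% of Dan 2 would leave 6.62 to 10.3, so a small part of Dan 2 beside another source stays open. A candidate explanation is RNA of a genotype outside the 3 cultivars: 28 genes were found at an FPKM of at least 1 in UZ1 and below 0.1 in the 17 other libraries, against 0 to 10 in any other library. In UD2, 14 of 75 genes at about 0 in healthy Dan 2 were at an FPKM of at least 0.5, with 0 in UD1 and 0 in UD3, and 10 genes were found in UD2 alone. What these libraries hold was not tested further, and no reads were searched for variants.

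Genes called in UD vs. HD moved in the same direction in Nongke 1–6. Of the 2435 DEGs, 89.2% changed the same way in UN vs. HN, 91.9% of the up-regulated and 86.2% of the down-regulated genes. Their median log2 fold change in UN vs. HN was 0.50 and -0.37, against 1.56 and -1.43 in UD vs. HD. UN1 reached 45.9% and UN3 38.7% of the difference between UD and HD on the score, and UN2 6.65%. This is consistent with a response shared with the susceptible cultivars. Field and disease were changed together, so an effect of the field itself may contribute, and no value here decides between them.

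The number of DEGs in a comparison was set against the other splits of the same 6 libraries. Only the real split, 1 of 10, gave as many in UZ vs. HZ, UD vs. HD, UZ vs. UN, UD vs. UN and UZ vs. UD. This is the smallest share possible, so the share alone cannot exclude chance. The other splits gave at most 1 gene in UZ vs. UD and 0 in the rest, against 147 to 2435 in the real ones. Limma's smallest adjusted p lay between 4.8e-05 (UD vs. UN) and 0.0045 (UZ vs. HZ). These p-values argue against chance in these comparisons, although they rest on limma's model of the spread. The low counts in the other splits are not a second argument, since splits that mix differing groups gain spread. In UN vs. HN, the real split gave 0 genes (limma, and limma-voom also 0, with 3155 and 3244 at an unadjusted p below 0.05). All 10 of 10 splits then gave at least as many by definition, so this count decides nothing about chance there. The largest number in another split was 24.

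With library totals as the scale, the median log2 fold change across genes in UD vs. HD was 0.40 in the check of abundant genes. Over the 16538 genes tested on that scale it was 0.41. A few abundant genes with a larger share of the reads in HD are not likely to be the whole cause, since the median was 0.31 after the 10 most abundant genes had been left out of the totals. Gene length is also unlikely as the whole cause of the DEGs in UD vs. HD, since 91.4% of them were still called after each library's trend on gene length had been removed, although 472 calls moved. In UN vs. HN, Spearman's rho between gene length and log2 fold change was -0.194 across genes.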
